# Synergistic Mn‐MOF Activation of Pistol Ribozymes for Cancer Immunotherapy

**DOI:** 10.1002/advs.202517912

**Published:** 2026-02-10

**Authors:** Ming Zhao, Shan Qiao, Jie Bai, Jingjing Zhang, Zhiqin Xi, Zhenzhen Li, Xuelin Zhan, Ying Zhang, Xiaotong Yu, Yao Chen, Yijin Liu

**Keywords:** gene‐targeted therapy, manganese ions, metal−organic frameworks (MOFs), nucleic acid drug delivery, pistol ribozyme

## Abstract

Checkpoint blockade therapies targeting PD‐L1 have revolutionized cancer immunotherapy, yet their efficacy is constrained by systemic immune toxicity and inadequate immune infiltration in certain tumor types. Here, we introduce a synergistic gene‐silencing nanosystem based on a target‐selective Pistol ribozyme (PS473) encapsulated within a manganese‐based, pH‐responsive metal–organic framework (NKMOF‐101‐[Mn]). The engineered PS473 exhibited high cleavage efficiency toward GU‐rich PD‐L1 mRNA motifs and was further activated by Mn^2^^+^ cofactors. NKMOF‐101‐[Mn] not only protects the ribozyme from nuclease degradation but also enables localized Mn^2^^+^ release to increase catalytic activity and innate immune signaling under the acidic tumor microenvironment. In vitro, PS473@NKMOF‐101‐[Mn] markedly suppressed PD‐L1 expression and promoted macrophage activation. In the B16F10 melanoma model, this system achieved over 90% tumor inhibition, enhanced immune cell infiltration and activation, and exhibited minimal systemic toxicity. Transcriptomic profiling further revealed the upregulation of immune‐related pathways, supporting a synergistic mechanism of gene silencing and immune activation. Overall, this study established a ribozyme‐directed immunotherapeutic platform with strong potential for precision cancer therapy via checkpoint modulation and immune reprogramming.

## 1 Introduction

Cancer immunotherapy has revolutionized clinical treatment by harnessing the body's immune system to combat tumors [1, 2, 3]. However, its efficacy remains limited in many patients because of the immunosuppressive tumor microenvironment (TME) and immune checkpoint pathways, such as the PD‐1/PD‐L1 axis [4, 5, 6, 7]. Targeted gene silencing of immunosuppressive checkpoints within tumor cells represents a promising route to reinvigorate antitumor immunity [8, 9, 10, 11, 12].

Despite major advances in RNA therapeutics—including siRNAs [13], antisense oligonucleotides [14], and mRNA vaccines [15]—catalytic ribozymes remain underexplored as therapeutic molecules, largely due to their susceptibility to nucleases, dependence on divalent metal ions, and limited strategies for efficient intracellular delivery. Recent progress in RNA structural biology and chemical engineering has renewed interest in small self‐cleaving ribozymes as programmable tools for precise post‐transcriptional gene regulation [16, 17, 18, 19].

Among catalytic RNAs, Pistol ribozymes are particularly appealing due to their compact architecture, robust folding, and metal‐ion‐responsive catalytic properties [16]. These self‐cleaving RNA enzymes employ a general acid–base mechanism involving water and divalent metal ions such as Mg^2^^+^, enabling robust and programmable cleavage activity (Figure S1A) [20, 21]. Notably, recent biochemical studies have shown that Pistol ribozymes exhibit higher catalytic activity in Mn^2^^+^ compared with Mg^2^^+^ [22], suggesting that the catalytic landscape of these ribozymes can be modulated by metal ions. However, their therapeutic application remains largely unexplored, especially in the context of tumor immune evasion [23] and in vivo RNA delivery [24, 25].

To enable localized checkpoint silencing while simultaneously engaging innate immune pathways, we designed a nanosystem (PS473@NKMOF‐101‐[Mn]) in which a PD‐L1–targeting Pistol ribozyme is encapsulated within a Mn^2^^+^‐based nanoscale metal–organic framework (NKMOF‐101‐[Mn]) (Figure 1). The nanocarrier protects the ribozyme and facilitates its intracellular delivery, while also serving as a depot for controlled Mn^2^^+^ release. Upon cellular uptake, the system provides both the ribozyme and bioavailable Mn^2^^+^—a metal ion known to influence the catalytic behavior of Pistol ribozymes and to participate in innate immune signaling pathways such as cGAS–STING activation [26, 27, 28]. Importantly, Mn^2^^+^‐based nanomaterials have been increasingly explored in cancer immunotherapy, where controlled and localized release has been shown to achieve immune activation without systemic toxicity [29, 30, 31, 32, 33, 34]. Building on these advances, our platform is designed to integrate RNA‐based checkpoint silencing with metal‐dependent immunomodulation in a single nanoscale formulation.

**FIGURE 1:**
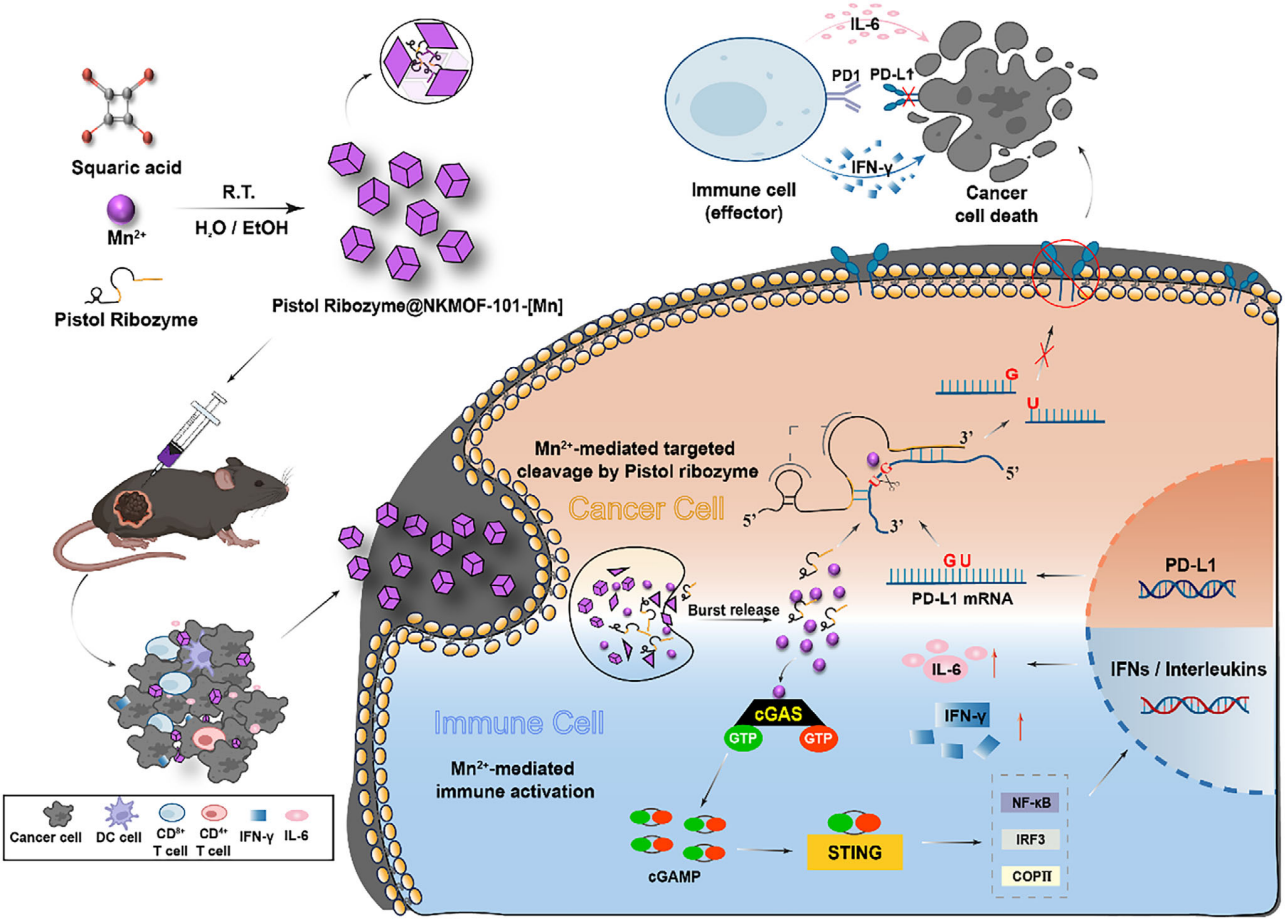
Schematic illustration of the PS473@NKMOF‐101‐[Mn] nanosystem enabling synergistic cancer immunotherapy. The system integrates a catalytic Pistol ribozyme into Mn^2^^+^‐based metal‒organic framework nanoparticles (NKMOF‐101‐[Mn]) to achieve targeted cleavage of PD‐L1 mRNA in cancer cells. Upon internalization by tumor cells, the nanosystem rapidly releases Mn^2^^+^ and the ribozyme, leading to PD‐L1 mRNA silencing and reduced PD‐L1 expression. Concurrently, Mn^2^^+^ activates the innate immune cGAS‒STING pathway in immune cells, promoting the secretion of interferons and interleukins. The combined effects of PD‐L1 silencing and immune activation enhance cytotoxic T‐cell‐mediated tumor cell killing.

## 2 Results

### 2.1 Design and Assembly of Pistol Ribozymes Targeting PD‐L1

Guided by secondary structure predictions and the conserved catalytic motifs of active Pistol ribozymes, we designed a library of ribozyme variants adopting a stem–loop architecture with 3D pseudoknot interactions. These structural features promote compact global folding and efficient recognition of GU dinucleotide motifs within RNA substrates (Figure 2A,B). The ribozymes were engineered to cleave GU sites distributed along the coding sequence (CDS) of PD‐L1 mRNA (NM_021893.3), thereby enabling site‐specific posttranscriptional gene silencing (Table S1). 

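The cleavage sites of the ribozymes in Table S1 were located by matching the substrate-binding arms of each ribozyme to the PD-L1 coding sequence. In the mouse reference used here (genome build GRCm38 with the GENCODE M21 annotation), the gene for PD-L1, Cd274, lies on the plus strand of chromosome 19 from 29367455 to 29388095. Its coding transcript has 7 exons and 3622 nucleotides. The coding sequence starts at 29372468 in exon 2, ends at 29385412 in exon 7 and is 873 nucleotides long. The full-length substrate printed in Table S1 has the same length and differs from it at 0 positions. It contains 48 GU dinucleotides. All 14 ribozymes of the table had 1 full match of 16 nucleotides in this sequence, with 10 nucleotides 5′ of the GU and 4 nucleotides 3′ of it. The number in each name equals the position of the G of the GU, counted from the first base of the start codon. Of the 14 sites, 1 lies in exon 2, 5 in exon 3, 5 in exon 4, 2 in exon 5 and 1 in exon 6, and each lies inside a single exon, so that every ribozyme targets coding sequence that is present in the unspliced and the spliced RNA.

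PS473 matches CAGGCCGAGGGUUAUC at positions 29380372 to 29380387, in exon 4 (29380304 to 29380588). The G of its GU is at 29380382, coding position 473, and the U is at 29380383, and the G is base 2 of codon 158. The 40 nucleotides that end with this G are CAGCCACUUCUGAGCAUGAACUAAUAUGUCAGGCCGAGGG, and the 40 nucleotides that follow are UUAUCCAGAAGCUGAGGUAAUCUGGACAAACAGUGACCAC. The neighboring sites in exon 4 are those of PS427, whose G is at 29380336, and PS538, whose G is at 29380447. The same 16-nucleotide target was searched for in 141767 annotated mouse transcripts, with the GU kept and up to 2 mismatches allowed at the other 14 positions. Cd274 was the only gene with a full match. A site with 1 mismatch was found in 1 gene, R3hdm4, where it carries G7A (the target has G at position 7, counted from the 5′ end of the target, and the site has A). That site lies in a transcript annotated as retaining an intron. The gene as a whole had a mean of 45 FPKM over the 18 sequenced tumors, against 17.3 for Cd274. Sites with 2 mismatches were found in 16 genes, of which 6 had a mean of at least 1 FPKM over the same tumors. The search covered sequence only and used the arms of Table S1, while the variants with a longer P3 stem pair with further nucleotides 5′ of the site. From its cell assays on, the paper uses the name PS473 for such a variant, PS473-16, and reports a BLAST search for it.

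**Figure D1:**
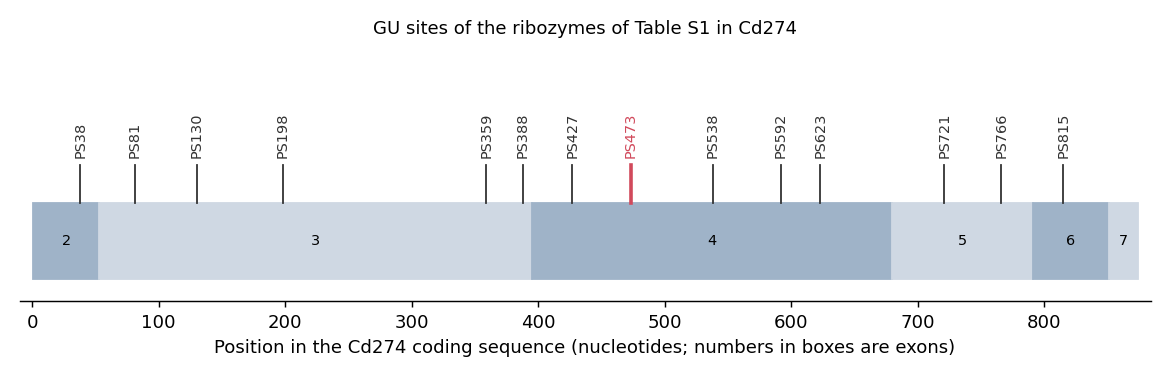
Positions of the GU sites of the 14 ribozymes of Table S1 along the 873-nucleotide coding sequence of Cd274. The horizontal axis is the coding position in nucleotides, boxes are the coding parts of exons 2 to 7, each line marks the G of one site, and PS473 (red) is one of 5 sites in exon 4.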

A catalytically inactive mutant (M5; Figure S1B–G and Table S2) was also generated and used as a negative control in subsequent experiments. Detailed design information can be found in the Methods and Supplementary Methods sections.

**FIGURE 2:**
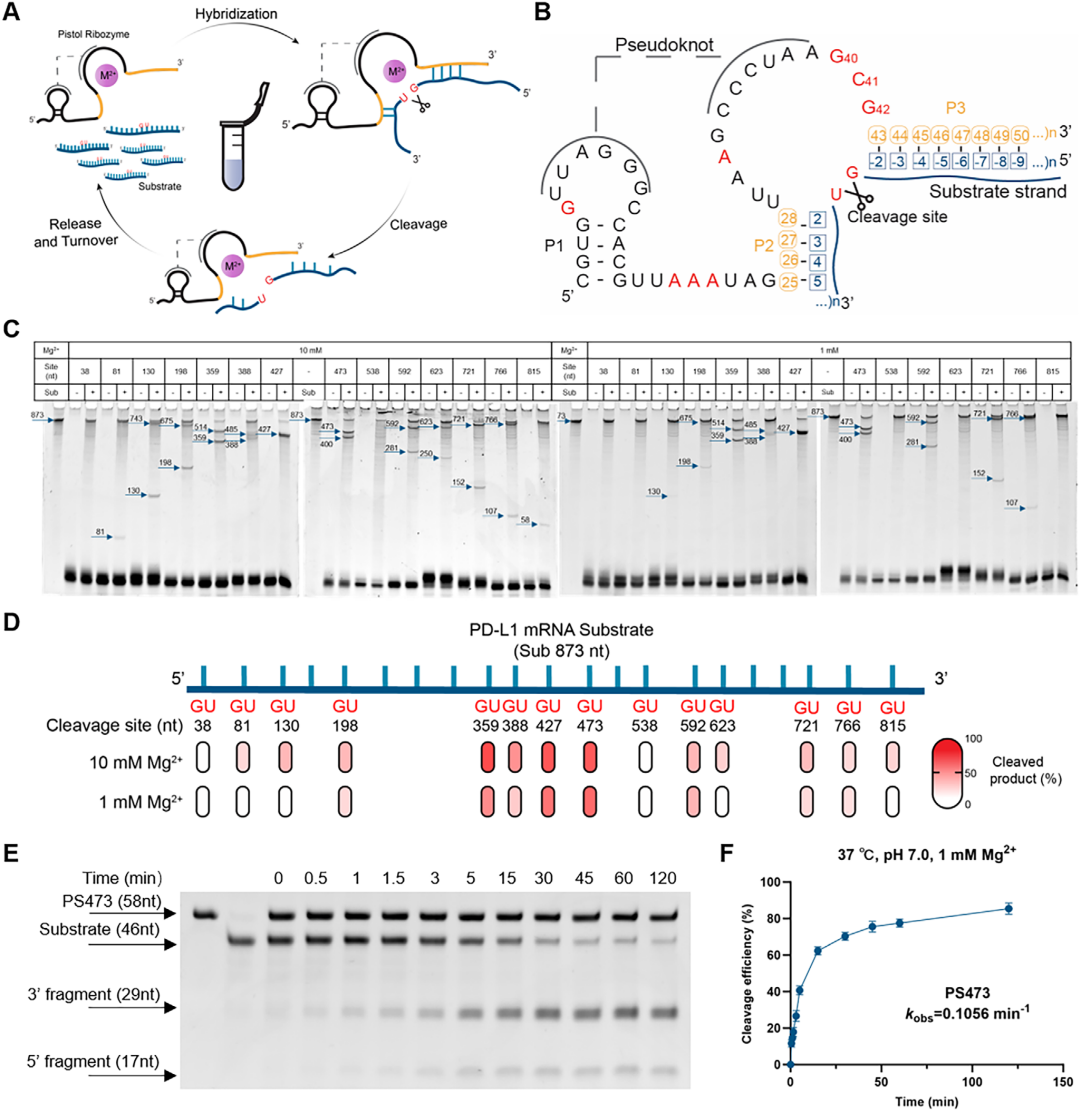
Structural design and catalytic characterization of the PD‐L1–targeting Pistol ribozyme. (A) Schematic diagram illustrating the catalytic cycle of Pistol ribozyme, which involves substrate hybridization, site‐specific cleavage, and turnover via product release. The ribozyme cleaves the target RNA strand at a defined GU site in the presence of divalent metal ions. (B) Predicted secondary structure of Pistol ribozyme, highlighting conserved nucleotides (in red) and the pseudoknot motif. The cleavage site is indicated. (C) Representative gel electrophoresis analysis showing the cleavage of the PD‐L1 mRNA fragment by Pistol ribozyme variants under 10 and 1 mM Mg^2^^+^. (D) Mapping of potential GU dinucleotide sites and assessment of Pistol ribozyme cleavage efficiency across the PD‐L1 mRNA coding region corresponding to the substrate used in (C). Red shading indicates the percentage of cleavage products. (E) Time‐course denaturing PAGE analysis of a representative PS473‐catalyzed cleavage reaction of a 46‐nt PD‐L1 RNA fragment under near‐physiological conditions (37°C, pH 7.0, 1 mM Mg^2^^+^). The intact substrate (46 nt) and cleavage products (29 and 17 nt) are resolved over a 120‐min reaction. (F) Kinetic profile of PS473‐mediated cleavage quantified from (E) and fitted to a single‐exponential model, yielding an observed rate constant (*k*_obs_ = 0.1056 min^−1^). The error bars represent the standard deviation (± SD); *n = 3*.

Because Mg^2^^+^ represents the predominant intracellular cofactor for small self‐cleaving ribozymes, the initial in vitro cleavage screening was performed under physiologically relevant Mg^2^^+^ concentrations to identify variants with robust baseline activity before evaluating their metal‐ion dependence. In vitro cleavage screening revealed that several constructs exhibited robust catalytic activity at specific target sites (Figure 2C), with cleavage efficiency increasing in a concentration‐dependent manner with Mg^2^^+^ (Figure 2D). Among these, four ribozymes targeting positions 359, 388, 427, and 473 showed particularly high activity under 10 mM Mg^2^^+^ conditions. Although multiple constructs exhibited comparable in vitro performance, the variant targeting the GU site at position 473 (designated PS473) produced the most pronounced PD‐L1 silencing in cells (Figure 3A; Figure S1I), and was therefore selected as the lead candidate for further optimization. PS473 retained strong activity under quasiphysiological conditions (1 mM Mg^2^^+^, pH 7.0, 37°C), achieving over 80% substrate cleavage within 2 h with a kinetic rate constant of *k*_obs_ = 0.1056 min^−^^1^ (Figure 2E,F). To further optimize its activity, we systematically screened PS473 variants with different P3 stem lengths. This analysis identified the PS473‐16 variant (PS473), which forms 16 base pairs with the substrate in the P3 region, as the most efficient construct in vitro (Figure S1H). BLAST analysis against the mouse transcriptome revealed that PS473‐16 possesses no detectable off‐target complementarity outside PD‐L1, indicating a high degree of sequence specificity.

**FIGURE 3:**
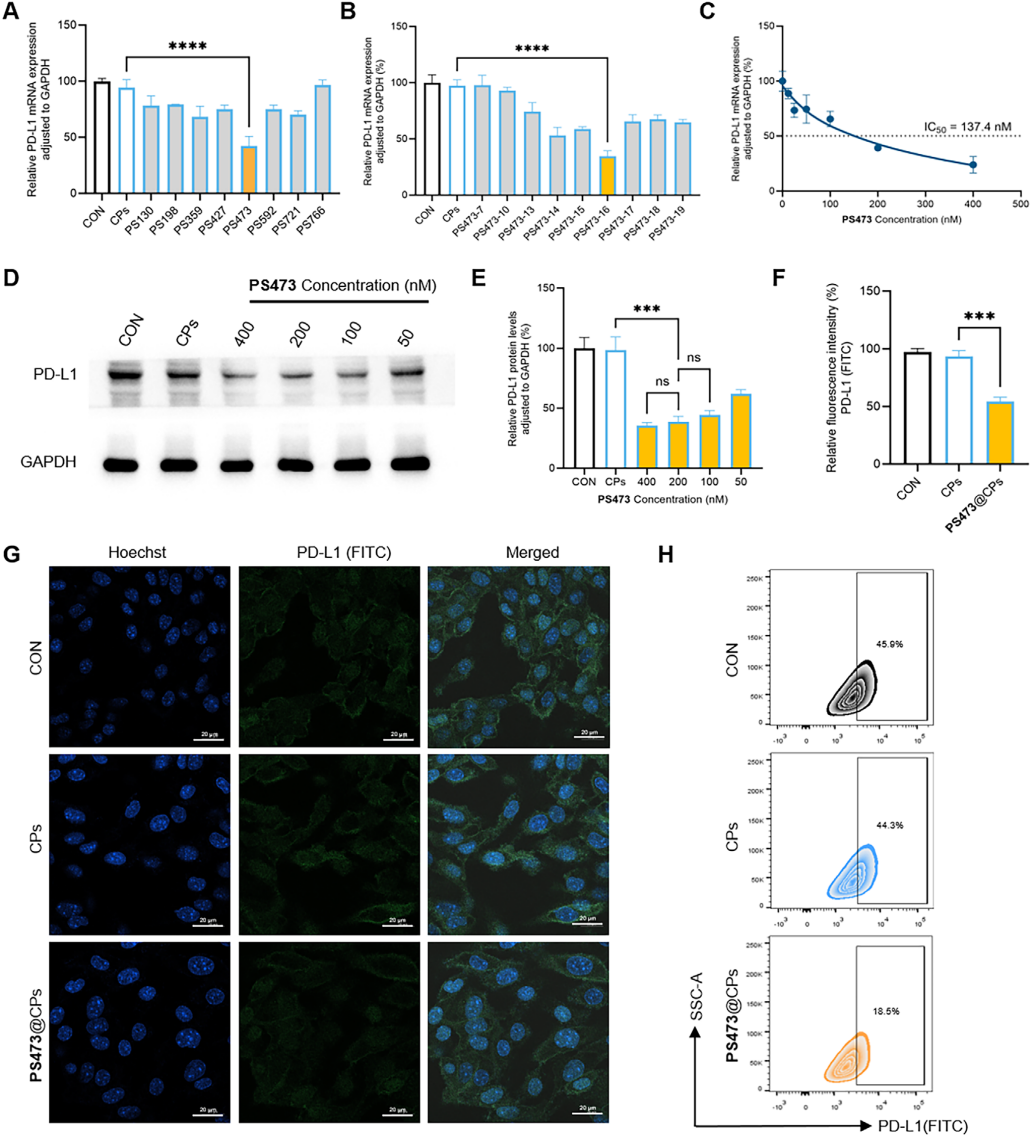
Cellular evaluation of PS473‐mediated PD‐L1 gene silencing. (A,B) Relative suppression efficiency of Pistol ribozyme variants on PD‐L1 mRNA expression in B16F10 cells. CPs = cationic polymers. (C) qRT‒PCR analysis showing a dose‐dependent reduction in PD‐L1 mRNA levels in B16F10 cells treated with increasing concentrations of the optimized ribozyme PS473‐16 (PS473), calculated half‐maximal inhibitory concentration (IC_50_ = 137.4 nM). (D,E) Western blot analysis (D) and densitometric quantification (E) showing a dose‐dependent decrease in PD‐L1 protein levels following PS473‐16 (PS473) treatment. (F,G) Quantitative analysis (F) and immunofluorescence imaging (G) showing PD‐L1 expression (green) and nuclei (blue). (H) Representative flow cytometry contour plots illustrating the expression of PD‐L1 surface protein in the indicated groups, with distinct cell population distributions reflecting differences in PD‐L1 expression levels. Data represent mean ± SD from three independent experiments (*n = 3*). Exact *p* values reported as follows: ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

### 2.2 Pistol Ribozymes Effectively Silence PD‐L1 Expression in Cells

We next evaluated the gene‐silencing efficacy of the PS473 series variants (Table S3) of Pistol ribozymes in cell‐based assays. Quantitative PCR analysis revealed that among the tested designs, PS473‐16 (PS473) exhibited the strongest suppression of PD‐L1 mRNA in cells (Figure 3A,B; Figure S1I). A clear dose‒dependent reduction was observed, with increasing concentrations of PS473‐16 (PS473) leading to progressive reductions in PD‐L1 mRNA and protein levels (Figure 3C–E). Specifically, treatment with 200 nM PS473‐16 resulted in approximately 60% knockdown of PD‐L1 mRNA, with higher doses yielding over 80% knockdown. At the protein level, both the 200 and 400 nM treatments yielded similarly robust suppression. To identify the optimal working concentration, we analyzed the dose–response curve and determined a half‐maximal inhibitory concentration (IC_50_) of 137.4 nM (Figure 3C). It is also noteworthy that at a concentration of 200 nM, the catalytically inactive M5 construct, which shares the same substrate recognition domain as PS473‐16 (PS473), exhibited no significant knockdown effect on PD‐L1 mRNA (Figure S1G).

Accordingly, 200 nM—a concentration above the IC_50_ yet within a biologically safe range—was selected as the standard treatment concentration to balance silencing efficiency with biocompatibility and minimize potential cytotoxicity caused by excessive exogenous RNA.

The effect of PS473‐16 (PS473) on PD‐L1 protein expression was further validated by immunofluorescence staining of B16F10 cells with FITC‐conjugated anti‐mouse PD‐L1 antibodies. Confocal microscopy and fluorescence quantification revealed an approximate 50% decrease in PD‐L1 protein levels following PS473‐16 (PS473) treatment relative to untreated controls (Figure 3F,G). Consistently, flow cytometry analysis showed a marked decline in the proportion of PD‐L1–positive cells from 44.3% to 18.5% after PS473‐16 exposure (Figure 3H).

Together, these findings demonstrate that PS473‐16 (hereafter referred to as PS473) is a potent and specific ribozyme capable of efficiently silencing PD‐L1 expression at both the mRNA and protein levels in tumor cells.

### 2.3 Mn^2^^+^ Significantly Enhances the Catalytic Activity of Pistol Ribozymes

Previous studies have demonstrated that Pistol ribozymes display differential catalytic activities in the presence of various divalent metal ions, with Co^2^^+^ and Mn^2^^+^ supporting higher activity than Mg^2^^+^ [22, 35]. To assess the metal‐ion dependence of PS473 and determine how different divalent cations influence its intrinsic catalytic activity, we performed in vitro cleavage assays using physiologically relevant magnesium‐like cations (Figure 4A,B). Notably, manganese ions elicited a pronounced catalytic effect on PS473 at both 1 mM and 10 µm. Kinetic analyses further showed that cleavage activity increased in a concentration‐dependent manner for both Mg^2^^+^ and Mn^2^^+^, with Mn^2^^+^ consistently supporting substantially higher catalytic efficiency, particularly under limiting metal‐ion conditions (Figure 4C,D). At a physiological‐like concentration of 0.5 mM, PS473 displayed an observed cleavage rate constant (*k*_obs_) of 0.1165 min^−^^1^ in the presence of Mn^2^^+^, which was more than twice the rate obtained with Mg^2^^+^ (*k*_obs_ = 0.0539 min^−^^1^) (Figure 4E,F). This disparity became even more pronounced at low metal‐ion concentrations: at 15.6 µM, the PS473 cleavage rate with Mn^2^^+^ reached 0.0154 min^−^^1^, exceeding the Mg^2^^+^ reaction rate (*k*_obs_ = 0.0009 min^−^^1^) by more than 17‐fold (Figure 4G,H).

**FIGURE 4:**
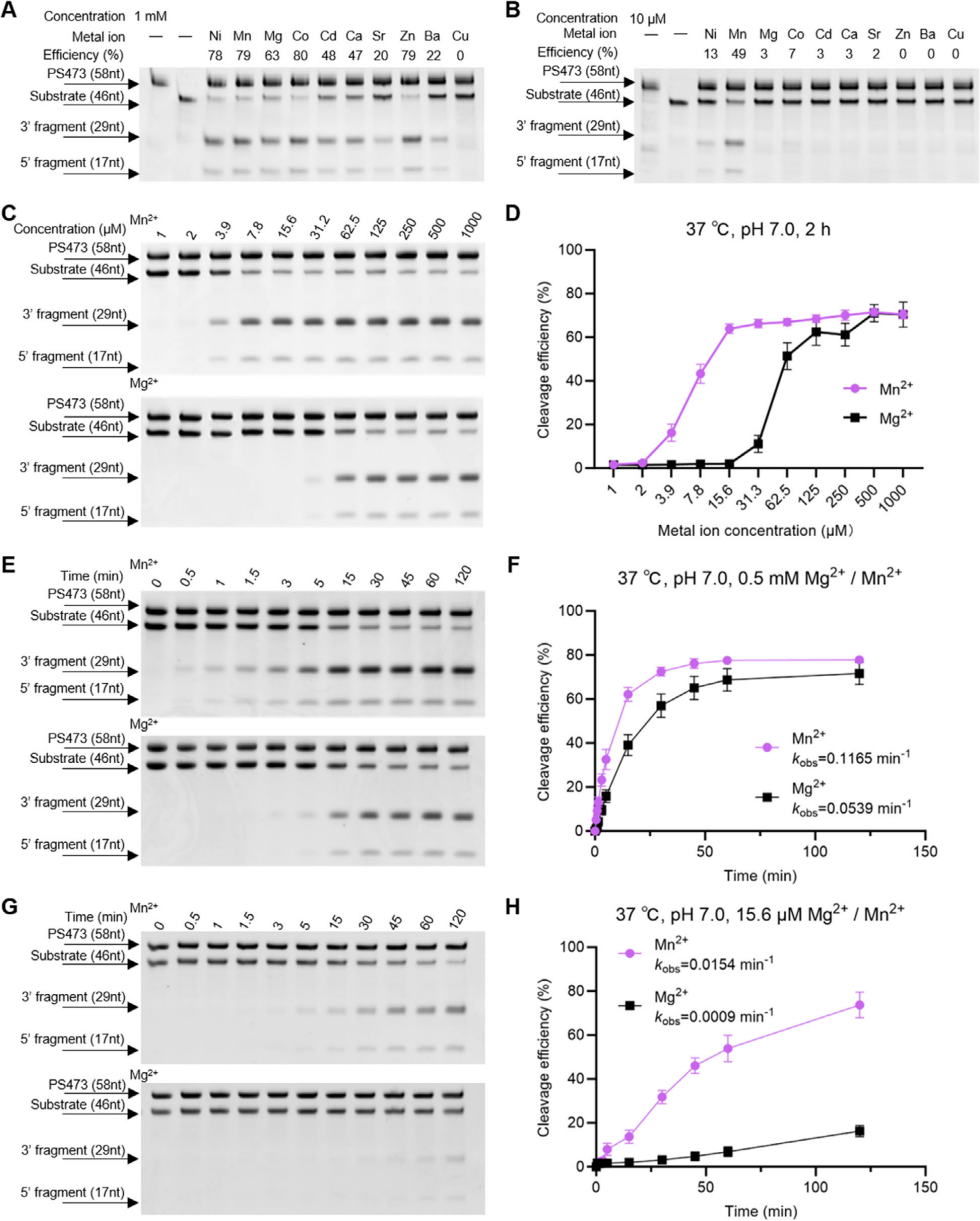
Metal ion–dependent catalytic activity of the PS473 ribozyme. (A,B) Representative gel electrophoresis showing the cleavage of 46nt PD‐L1 RNA substrate by PS473 in the presence of different divalent metal ions at a concentration of 1 mM (A) or 10 µM (B) in 2 h. The cleaved 5′ and 3′ fragments are indicated. (C) Representative gel electrophoresis showing the cleavage of 46nt PD‐L1 RNA substrate by PS473 under Mg^2^^+^ or Mn^2^^+^ concentrations ranging 0–1000 µM. (D) Quantification of cleavage efficiency from (C), demonstrating markedly greater catalytic activity in the presence of Mn^2^^+^ than in the presence of Mg^2^^+^ across a broad concentration range. (E–H) Time‐course cleavage of 46nt PD‐L1 RNA substrate by PS473 in the presence of Mn^2^^+^ or Mg^2^^+^ under different metal ion concentrations. At 0.5 mM (E,F), both cations supported cleavage activity, with Mn^2^^+^ yielding a higher rate constant (*k*_obs_ = 0.1165 min^−^^1^) than Mg^2^^+^ (*k*_obs_ = 0.0539 min^−^^1^). At a lower concentration of 15.6 µM (G,H), Mn^2^^+^ maintained substantially greater catalytic efficiency, whereas Mg^2^^+^ activity was minimal (*k*_obs_ = 0.0154 vs. 0.0009 min^−^^1^). All reactions were conducted at 37°C in pH 7.0 buffer (5 mM HEPES, 20 mM NaCl). Data represent mean ± SD (*n* = 3).

These findings underscore the superior catalytic enhancement conferred by Mn^2^^+^, establishing it as a more potent and effective cofactor for PS473‐mediated RNA cleavage than Mg^2^^+^. This property highlights the potential of Mn^2^^+^‐based systems in amplifying ribozyme activity under physiologically relevant, metal‐ion‐limited conditions.

### 2.4 Construction and Characterization of the NKMOF‐101‐[Mn] Nanocarrier

To address the dual challenges of limited catalytic efficiency and poor stability of ribozymes, we engineered a manganese‐based metal–organic framework (MOF), designated NKMOF‐101‐[Mn], that serves as a multifunctional nanocarrier capable of co‐delivering the ribozyme while simultaneously supplying Mn^2^^+^ ions to improve its catalytic performance. Unlike conventional Mn‐MOFs—typically synthesized through harsh solvothermal conditions that are incompatible with RNA loading, our platform is produced using a mild, aqueous, and room‐temperature one‐pot method. In this procedure, the ribozyme solution is first mixed with sodium squarate, followed by the addition of MnCl_2_ in a water–ethanol system, yielding PS473@NKMOF‐101‐[Mn] within 10 min (Figure 5A).

**FIGURE 5:**
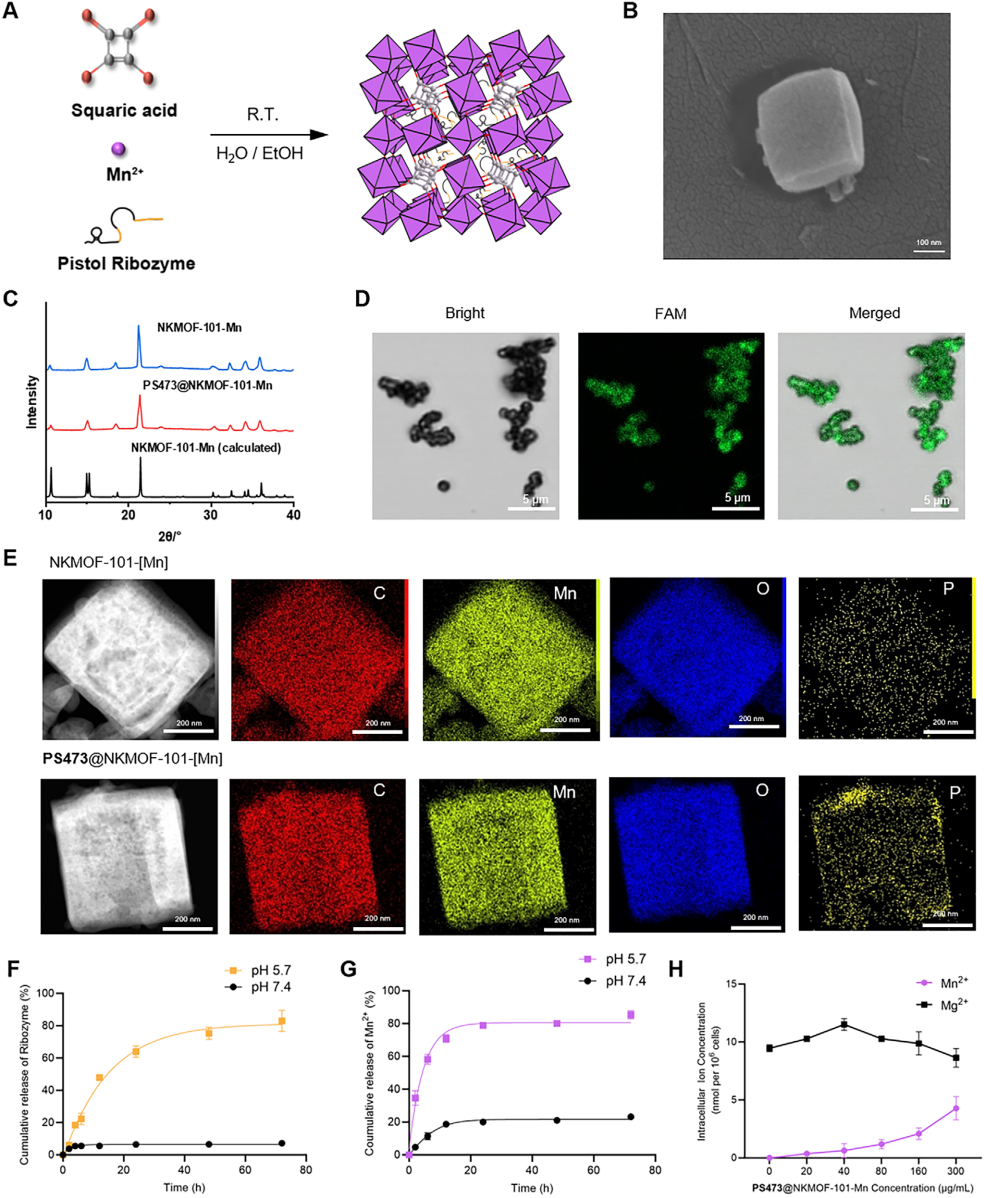
Synthesis, characterization, and functional validation of the Pistol ribozyme‐loaded MOF (PS473@NKMOF‐101‐[Mn]). (A) PS473@NKMOF‐101‐[Mn] was synthesized via a coordination reaction of squaric acid, Mn^2^^+^, and Pistol ribozyme in a mixed aqueous‒ethanol system at room temperature. (B) Scanning electron microscopy (SEM) image showing uniform polyhedral morphology of PS473@NKMOF‐101‐[Mn]. (C) Powder X‐ray diffraction (PXRD) patterns of NKMOF‐101‐[Mn] and PS473@NKMOF‐101‐[Mn] demonstrate preserved crystallinity consistent with the simulated reference. (D) Confocal laser scanning microscopy (CLSM) images confirming successful encapsulation of the FAM‐labeled Pistol ribozyme in NKMOF‐101‐[Mn], with clear colocalization in the bright‐field and fluorescence channels. (E) Transmission electron microscopy (TEM) and energy‐dispersive X‐ray spectroscopy (EDS) elemental mapping reveal distributions of C, Mn, O, and P in both NKMOF‐101‐[Mn] and PS473@NKMOF‐101‐[Mn]. (F, G) Cumulative release profiles showing more efficient release of both the ribozyme and Mn^2^^+^ under mildly acidic conditions (pH 5.7) than at neutral (pH 7.4), indicative of pH‐responsive behavior. (H) Intracellular metal ion quantification by LCP‐OES after 2 h of incubation with PS473@NKMOF‐101‐[Mn] reveals a dose‐dependent increase in the intracellular Mn^2^^+^ levels, whereas the Mg^2^^+^ concentration remains largely unchanged. All the data are shown as the mean (± SD), *n* = 3.

The resulting composite exhibited high crystallinity, as evidenced by scanning electron microscopy (SEM) and powder X‐ray diffraction (PXRD), which confirmed that ribozyme loading did not significantly disrupt the MOF's crystal structure (Figure 5B,C). Successful encapsulation of PS473 was verified by agarose gel electrophoresis and fluorescence imaging of FAM labeled ribozyme (Figure S2A,B; Figure 5D). SEM and TEM analyses further revealed uniform polyhedral nanoparticles of approximately 300 nm in diameter—an optimal size range for efficient endocytosis (Figure 5B,E). Elemental mapping by TEM–EDS demonstrated clear colocalization of phosphorus (derived from the ribozyme) with Mn within the framework (Figure 5E; Figure S3), indicating effective entrapment of the ribozyme within the nanoporous matrix. Dynamic light scattering (DLS) measurements confirmed that, within the test duration, NKMOF‐101‐[Mn] and PS473@NKMOF‐101‐[Mn] maintain particle sizes suitable for cellular internalization in both PBS and serum‐containing medium (Figure S2C). Changes in zeta potential among NKMOF‐101‐[Mn], PS473, and PS473@NKMOF‐101‐[Mn] (Figure S2D) further indicate electrostatic interactions between the MOF framework and the ribozyme. The encapsulation efficiency exceeded 80%, as determined by UV absorbance and electrophoresis (Figure S2E). Taken together, these results confirm that the ribozyme is efficiently and stably incorporated into the MOF carrier.

We next examined the release behavior of PS473@NKMOF‐101‐[Mn] under physiological and acidic conditions. As shown in Figure 5F, ribozyme release was minimal at neutral (pH 7.4) but was significantly accelerated under mildly acidic conditions (pH 5.7), exhibiting a sustained release profile over 48 h. Mn^2^^+^ release displayed a similar pH‐dependent trend, with markedly enhanced ion liberation under acidic conditions (Figure 5G). These findings indicate that the nanosystem enables coordinated release of both PS473 and Mn^2^^+^ in tumor‐mimicking acidic microenvironments, thereby supporting catalytic improvement and targeted delivery. Functionally, PS473@NKMOF‐101‐[Mn] retained robust catalytic activity even in the absence of externally supplied metal ions, attributable to the internally released Mn^2^^+^ (Figure S2F). Inductively coupled plasma optical emission spectroscopy (ICP–OES) further confirmed a concentration‐dependent increase in intracellular Mn^2+^ accumulation following treatment, whereas intracellular Mg^2^^+^ levels remained essentially unchanged (Figure 5H).

Importantly, ribozyme stability assays demonstrated that PS473 encapsulated within NKMOF‐101‐[Mn] retained more than 50% of its catalytic activity after 12 h in serum and cell lysates, whereas the naked ribozyme was completely degraded within 2 h (Figure S2G,H). These results highlight the protective role of the MOF scaffold in preserving ribozyme integrity and prolonging its bioavailability. Cellular uptake was next evaluated by confocal microscopy and flow cytometry. Free PS473 exhibited minimal internalization, whereas PS473@NKMOF‐101‐[Mn] displayed robust intracellular fluorescence, exceeding that of the cationic polymer controls after 2 h (Figure 6A). Flow‐cytometric analysis further revealed a substantial increase in the fluorescence‐positive cells (67%) following treatment with PS473@NKMOF‐101‐[Mn] (Figure 6B,C; Figure S4C), accompanied by a sustained intracellular signal over time (Figure S4B). Together, these findings confirm the efficient cellular delivery and retention enabled by the MOF carrier.

**FIGURE 6:**
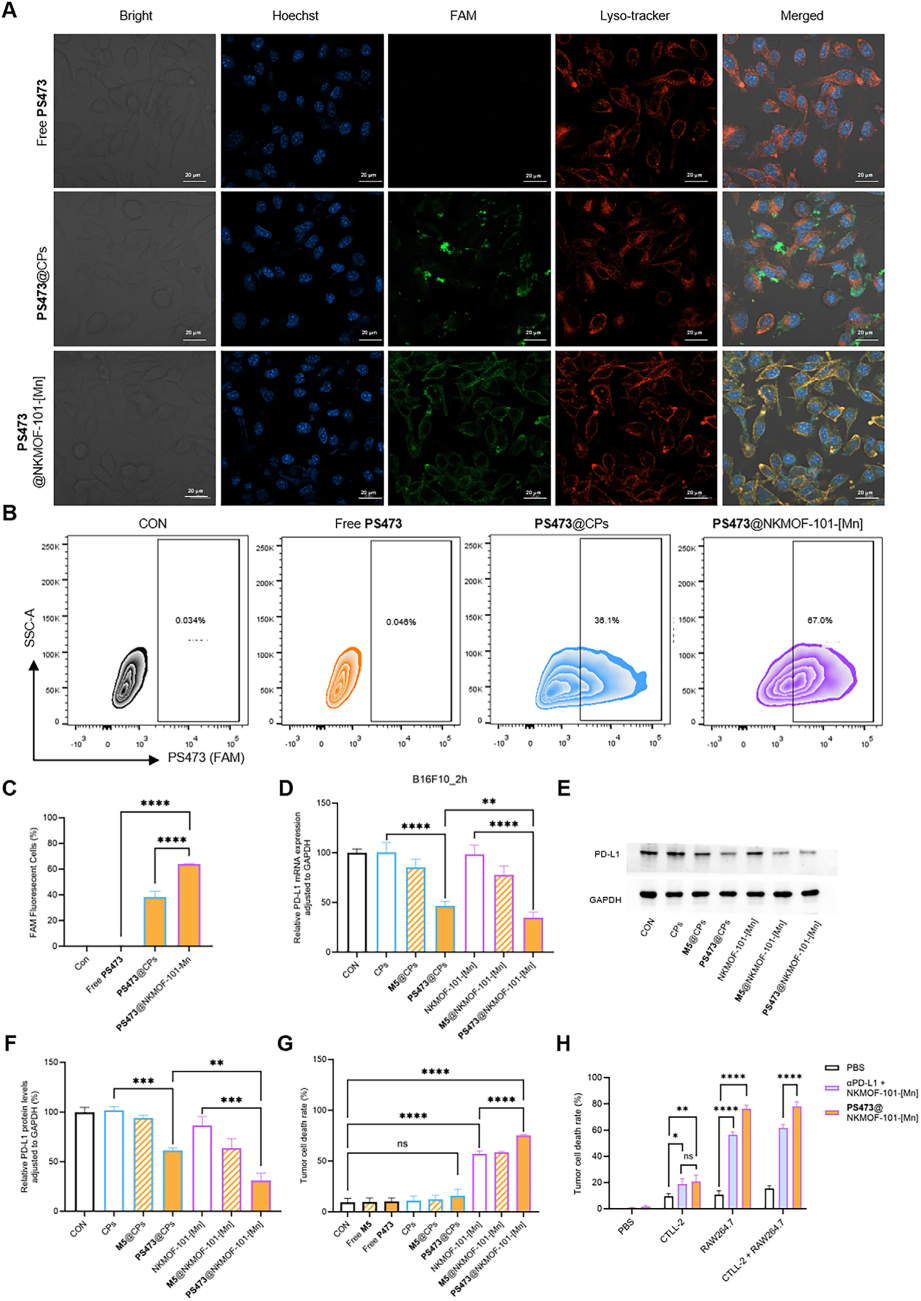
Intracellular delivery, PD‐L1 silencing, and immune‐mediated antitumor functions of PS473@NKMOF‐101‐[Mn]. (A) Confocal laser scanning microscopy (CLSM) images showing intracellular distribution of FAM‐labeled PS473 (Green) under different formulations. Scale bar = 20 µm. (B,C) Representative contour plots and quantitative flow‐cytometric analysis demonstrating enhanced cellular internalization, with PS473@NKMOF‐101‐[Mn] yielding the highest proportion of FAM‐positive cells (67.0%). (D) Quantitative PCR (qPCR) analysis of PD‐L1 mRNA levels across control group (CON), CPs‐transfected groups (CPs, M5@CPs, PS473@CPs), and MOF nanocarrier–transfected groups (NKMOF‐101‐[Mn], M5@NKMOF‐101‐[Mn], PS473@NKMOF‐101‐[Mn]) after 2 h in B16F10 cells. PS473@NKMOF‐101‐[Mn] produced the most substantial reduction in PD‐L1 expression. (E,F) Western blot analysis and densitometric quantification showing downregulation of PD‐L1 protein following 24 h of treatment with the indicated formulations. (G) Quantification of tumor‐cell killing efficiency by treated RAW264.7 macrophages, showing that MOF‐based formulations enhanced killing, with PS473@NKMOF‐101‐[Mn] exhibiting the highest activity. (H) Quantification of immune‐cell‐mediated tumor‐cell killing in co‐culture assays. CTLL‐2 T cells and/or NKMOF‐101‐[Mn]–activated RAW264.7 macrophages were co‐incubated with B16F10‐Luc cells under the indicated treatments. Both the PD‐L1 antibody+NKMOF‐101‐[Mn] and PS473@NKMOF‐101‐[Mn] enhanced immune‐cell cytotoxicity, yielding similarly high killing efficiency when combined with activated macrophages. All the data are presented as the mean (± SD), *n* = 3, with statistical significance indicated as ^**^ *p* < 0.01, ^***^ *p* < 0.001, and ^****^ *p* < 0.0001; ns = not significant.

In summary, NKMOF‐101‐[Mn] provides an integrated platform that enables ribozyme stabilization, Mn^2^^+^‐mediated catalytic enhancement, and pH‐responsive tumor‐targeted release. This multifunctional nanocarrier holds strong potential to advance the therapeutic application of RNA‐based tools in cancer immunotherapy.

### 2.5 In Vitro Inhibition of PD‐L1 Expression and Macrophage Activation

To evaluate the intracellular gene‐silencing activity of PS473@NKMOF‐101‐[Mn], we first determined a safe working concentration by CCK‐8 assay (Figure S4A). Both NKMOF‐101‐[Mn] and PS473@NKMOF‐101‐[Mn] showed dose‐dependent cytotoxicity, with minimal effects below 44 µg mL^−1^; therefore, 40 µg mL^−1^ was selected for subsequent studies. After 2 h incubation with PS473@NKMOF‐101‐[Mn], qPCR analysis revealed a rapid and significant reduction in PD‐L1 mRNA, exceeding all control formulations (Figure 6D). Western blot analysis at 24 h showed a similar trend, with PS473@NKMOF‐101‐[Mn] inducing markedly stronger PD‐L1 protein downregulation—approximately twice than that of the cationic polymer (Figure 6E,F).

The inactive M5@NKMOF‐101‐[Mn] mutant produced only modest suppression, confirming that catalytic activity is required for maximal gene silencing, although shared formulation‐related factors contribute to the minor residual knockdown. The superior performance of PS473@NKMOF‐101‐[Mn] reflects both efficient intracellular delivery and Mn^2^^+^‐mediated enhancement of ribozyme catalysis.

We next assessed the immunomodulatory activity of PS473@NKMOF‐101‐[Mn] using a macrophage‐mediated tumor‐killing assay. RAW264.7 macrophages were pretreated with the indicated formulations at 40 µg mL^−1^ (a non‐toxic dose confirmed by the CCK‐8 assay; Figure S4E) and co‐cultured with B16F10‐Luc cells (E:T = 4:1). Tumor viability was quantified by a luciferase‐based assay. As shown in Figure 6G, NKMOF‐101‐[Mn] alone activated macrophages to a moderate level (≈65% killing), markedly higher than free PS473 or PS473@CPs (≤25%). PS473@NKMOF‐101‐[Mn] achieved the strongest effect (≈80%), significantly surpassing all controls. The inactive M5@NKMOF‐101‐[Mn] group performed similarly to NKMOF‐101‐[Mn], indicating that the superior activity of PS473@NKMOF‐101‐[Mn] arises from dual contributions of catalytic PD‐L1 silencing and Mn^2^^+^‐driven macrophage activation.

To mechanistically explain the enhanced macrophage‐mediated tumor killing observed with PS473@NKMOF‐101‐[Mn], we profiled innate‐immune activation in RAW264.7 cells. PS473@NKMOF‐101‐[Mn] induced strong transcriptional upregulation of interferon‐stimulated genes (CXCL10, ISG15, ISG20) and pro‐inflammatory cytokines (IL‐6, TNF), together with elevated IFNB1, indicative of STING‐dependent type‐I interferon signaling (Figure S4D,F). Notably, PD‐L1 expression in macrophages was also significantly reduced (Figure S4D,F), relieving immune suppression within these innate effector cells. These data collectively confirm that PS473@NKMOF‐101‐[Mn] acts as both a gene‐silencing agent and a potent immune activator, providing a mechanistic basis for its superior macrophage‐mediated cytotoxicity.

To further confirm that PD‐L1 blockade underlies the immune‐cell‐mediated tumor killing, we introduced CTLL‐2 cells (murine T‐cell line) and a PD‐L1–neutralizing antibody as mechanistic controls. After pretreating cells with the indicated formulations at 40 µg mL^−1^ (a non‐toxic dose validated by the CCK‐8 assay; Figure S4G), CTLL‐2 cells alone exhibited only modest cytotoxicity toward B16F10‐Luc cells, whereas PD‐L1 antibody+NKMOF‐101‐[Mn] treatment or PS473@NKMOF‐101‐[Mn] both significantly enhanced T‐cell–mediated killing (Figure 6H). When combined with NKMOF‐101‐[Mn]–activated RAW264.7 macrophages, these two PD‐L1–targeting strategies yielded similarly high killing efficiencies (≈80–90%), indicating that relief of PD‐1/PD‐L1–mediated inhibition restores immune‐cell effector function and that PS473‐mediated PD‐L1 silencing effectively phenocopies pharmacological PD‐L1 blockade.

Together, these results demonstrate that PS473@NKMOF‐101‐[Mn] achieves two coordinated immunotherapeutic functions: efficient PD‐L1 ribozyme silencing and potent Mn^2^^+^‐driven activation of innate immunity. By simultaneously relieving immune suppression and boosting macrophage tumoricidal activity, the nanosystem provides a clear mechanistic basis for its superior antitumor efficacy.

### 2.6 In Vivo Antitumor Efficacy of PS473@NKMOF‐101‐[Mn] Nanotherapeutics

To assess the in vivo therapeutic potential of PS473@NKMOF‐101‐[Mn], we established a subcutaneous melanoma model by implanting B16F10 cells into C57BL/6 mice. Once tumors reached approximately 50 mm^3^, the mice were randomized into nine treatment groups (*n* = 5 per group): vehicle controls (PBS, CPs, NKMOF ‐ 101 ‐ [Mn]), active ribozyme formulations (Free PS473, PS473@CPs, PS473@NKMOF‐101‐[Mn]), and inactive mutant controls (Free M5, M5@CPs, M5@NKMOF‐101‐[Mn]). Each formulation was administered intratumorally every other day for 18 days, corresponding to a constant ribozyme dose of 20 µg per injection (Figure 7A, the dosage of materials is detailed in Section 4.10). Tumor growth curves (Figure 7B), representative tumor images (Figure 7C), and final tumor weights (Figure 7D) consistently demonstrated that PS473@NKMOF‐101‐[Mn] achieved the most pronounced therapeutic benefit. This group exhibited marked suppression of tumor progression, with an average inhibition rate of ≈91% compared with the PBS controls. Notably, this antitumor effect exceeded that of PS473@CPs (≈79.5%) and NKMOF‐101‐[Mn] alone (≈64.9%), underscoring the synergistic advantage of simultaneous ribozyme delivery and Mn^2^^+^‐mediated catalytic/immune activation.

**FIGURE 7:**
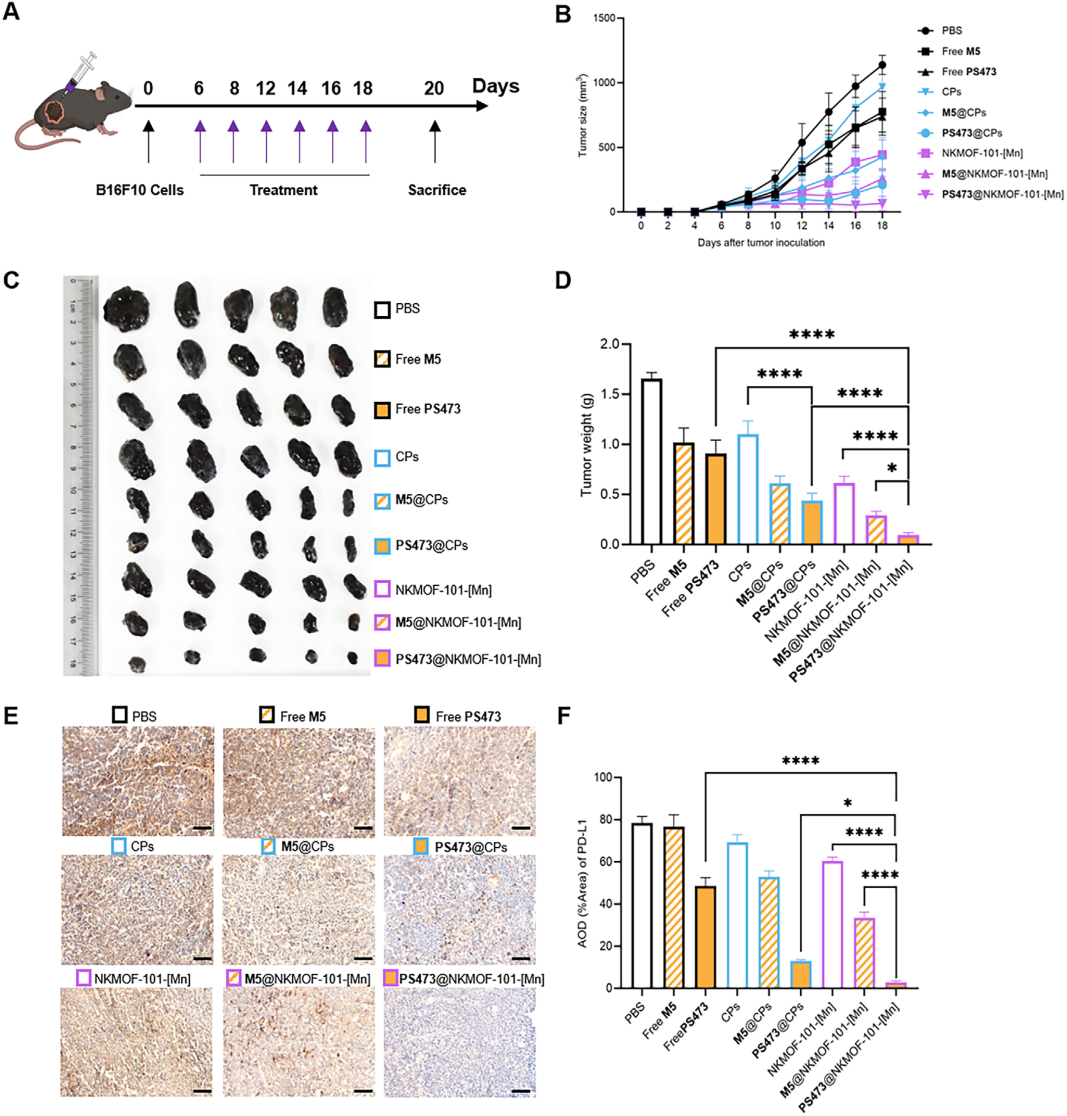
In vivo therapeutic efficacy of PS473@NKMOF‐101‐[Mn] in a B16F10 tumor‐bearing mouse model. (A) Schematic illustration of the treatment schedule. Tumor‐bearing mice received intratumoral injections of the indicated formulations on alternate days. (B) Tumor growth curves over the 18‐day treatment period. Black‐colored groups represent treatments without transfection reagents (PBS, Free M5, Free PS473), Cyan‐colored groups denote cationic polymer‐based formulations (CPs, M5@CPs, PS473@CPs). Purple‐colored groups indicate NKMOF‐101‐[Mn]–based formulations (NKMOF‐101‐[Mn], M5@NKMOF‐101‐[Mn], PS473@NKMOF‐101‐[Mn]; the same color scheme is used throughout). Among all treatments, PS473@NKMOF‐101‐[Mn] produced the most substantial inhibition of tumor growth. (C,D) Representative excised tumor images (C) and corresponding tumor weight quantification (D) further confirm the superior antitumor efficacy of PS473@NKMOF‐101‐[Mn] compared with the other controls. (E, F) Representative immunohistochemical staining (IHC) of PD‐L1 in tumor sections (brown) with quantification based on average optical density (AOD). Scale bar = 100 µm. PS473@NKMOF‐101‐[Mn] resulted in the most pronounced reduction in PD‐L1 expression among all groups. No mortality or treatment‐related clinical abnormalities were observed throughout the study. Data are presented as mean ± SD (*n* = 3). Statistical significance: ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, and ^****^ *p* < 0.0001.

Histopathological evaluation of tumor sections by H&E staining (Figure S5A) revealed marked cytological alterations in the PS473@NKMOF‐101‐[Mn] group, including cytoplasmic shrinkage, nuclear pyknosis, and substantial immune cell infiltration. These pathological features were considerably more pronounced than in any other treatment group, indicating enhanced tumor apoptosis and heightened antitumor immune activation. Consistent with these observations, immunohistochemical (IHC) staining demonstrated a significant reduction in PD‐L1 expression following PS473@NKMOF‐101‐[Mn] treatment (Figure 7E,F). This downregulation was further validated by Western blot and Quantitative PCR analysis of excised tumor tissues (Figure S5B–D), confirming the robust in vivo gene‐silencing effect of the Pistol ribozyme when delivered via Mn‐MOF nanosystem.

Collectively, these results demonstrate that PS473@NKMOF‐101‐[Mn] elicits potent antitumor activity by coupling effective PD‐L1 gene silencing with Mn^2^^+^‐driven immunomodulation, establishing this nanosystem as a promising platform for cancer immunotherapy.

### 2.7 Transcriptomic Profiling Reveals Immune Activation Mechanisms

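RNA from tumors of the in vivo study was sequenced. B16F10 is a mouse melanoma cell line that forms tumors under the skin of C57BL/6 mice. Here 18 tumors were analysed, 3 from each of 6 groups: PBS, Free PS473 (the ribozyme alone), PS473@CPs (the ribozyme with cationic polymers), NKMOF-101-[Mn] (the carrier alone), M5@NKMOF-101-[Mn] (the carrier with the inactive ribozyme) and PS473@NKMOF-101-[Mn]. The other groups of the in vivo study (Free M5, CPs and M5@CPs) were not analysed here. The formulations were injected into the tumor every 2 days from day 6, when tumors measured about 50 mm3, with 20 µg of ribozyme per dose in the groups that received one. The tumors were collected 48 h after the final injection. The sample records and the paper differ in some details. The records give 100000 injected cells and 6 groups, and the paper gives 1000000 cells and 9 groups. The titles of the 3 PS473@NKMOF-101-[Mn] samples carry another framework number than the paper, and these tumors were assigned by their treatment description.

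The libraries were made from poly(A)-selected RNA. The authors deposited 1 FPKM value (fragments per kilobase of gene length and per 1e+06 fragments assigned to genes) for each of 41079 genes and each tumor. The paper does not name the aligner, the counting tool, the genome build or the annotation. Multiplied by the gene length, the values sum to 1000000 in every tumor. The commonest low product was taken as 1 fragment, an assumption that gives the number of fragments behind the values. The tumors had between 17212000 and 28401000 fragments assigned to genes. The group medians were 19624000 (PBS), 21149000 (Free PS473), 24538000 (PS473@CPs), 20392000 (NKMOF-101-[Mn]), 19808000 (M5@NKMOF-101-[Mn]) and 21014000 (PS473@NKMOF-101-[Mn]). With 1 fragment set this way, between 45% and 49.2% of the low values in a tumor were whole numbers of fragments, and between 97.8% and 98.8% were multiples of 0.25. On this reading, fragments shared between overlapping or similar genes were split by the authors' counting, and values of such genes are uncertain. No pair of tumors had the values of a library entered more than once.

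From these values, log2(FPKM + 1) was computed, so fold changes are on that scale and understate the change of weakly expressed genes. The 12357 genes with a mean of at least 1 FPKM over the 18 tumors were tested with limma, with the 6 groups in one fit that shares one estimate of each gene's spread and lets the prior variance follow mean expression. The p values were adjusted by the Benjamini-Hochberg method within each comparison. Genes were counted at an adjusted p under 0.05 and a fold change above 2, the thresholds in the legends of Figure 8A and Figure S6A. The paper's statistics section names tests for the paper as a whole, and its text does not name a tool for the test across genes. The test, the filter, the gene lists and the alternatives were set before the data were examined, except where stated. On simulated values with the spread of these tumors, the fit recovered 91% of 200 genes changed by 1.5 on the log2 scale and 96% of those changed by 2. The simulated values were drawn independently for each gene, while real genes vary together between tumors. Changes at the 2-fold threshold were not simulated. These shares therefore do not give the power of the test on the real tumors. The tumor pieces also differed in their content of skin. The mean log2(FPKM + 1) of 33 genes of the skin epithelium ranged from 0.24 to 4.91 among the PS473@CPs tumors and from 0.24 to 2.77 among the PS473@NKMOF-101-[Mn] tumors.

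Cd274, which encodes PD-L1 and is the target of PS473, was measured in every tumor. In the PS473@NKMOF-101-[Mn] group it had 17.0, 32.9 and 9.74 FPKM, with a mean of 19.9 ± 11.9 (SD, n = 3). It had 16.5 ± 4.64 FPKM in PBS tumors, 12.7 ± 1.21 in Free PS473 tumors, 16.3 ± 7.10 in PS473@CPs tumors, 14.9 ± 0.945 in NKMOF-101-[Mn] tumors and 23.7 ± 3.94 in M5@NKMOF-101-[Mn] tumors (each SD, n = 3). With a standard error of 0.34 for each comparison, the log2 fold change of Cd274 in PS473@NKMOF-101-[Mn] tumors was 0.13 against PBS, 0.18 against PS473@CPs, 0.46 against Free PS473, 0.24 against NKMOF-101-[Mn] and −0.39 against M5@NKMOF-101-[Mn]. In limma with Benjamini-Hochberg adjustment, the adjusted p of these comparisons was between 0.96 and 1. Without PS473@NKMOF-101-[Mn] tumor 2 the log2 fold change was −0.30 against PBS, −0.25 against PS473@CPs, −0.19 against NKMOF-101-[Mn], −0.82 against M5@NKMOF-101-[Mn] and 0.03 against Free PS473. Without PS473@NKMOF-101-[Mn] tumor 3 it was 0.01 against M5@NKMOF-101-[Mn]. Against PBS it was −0.05 without PBS tumor 3. The Cd274 values of the PS473@NKMOF-101-[Mn] tumors overlap those of every other group and give no check of their assignment, so the groups are compared as the sample records name them. Among the other groups, every M5@NKMOF-101-[Mn] tumor was above every NKMOF-101-[Mn] and every Free PS473 tumor.

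**Figure D2:**
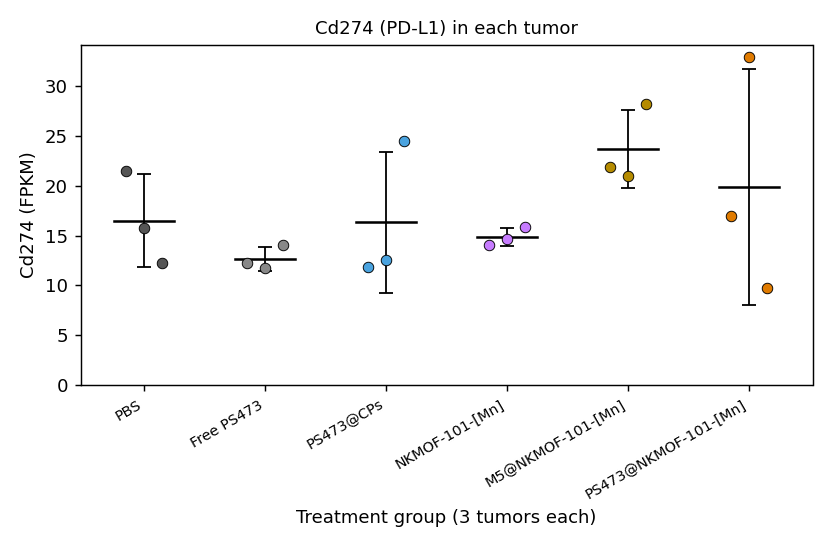
FPKM of Cd274 in each of the 18 tumors, by treatment group. Points are single tumors, the long bar is the group mean and the whiskers are 1 SD (n = 3). The PS473@NKMOF-101-[Mn] tumors lie between 9.74 and 32.9 FPKM, a range that covers the tumors of every other group.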

To elucidate the mechanistic basis of the potent antitumor and immunostimulatory effects of PS473@NKMOF‐101‐[Mn], we performed transcriptome‐wide RNA sequencing on excised tumor tissues. 

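Between PS473@NKMOF-101-[Mn] and PS473@CPs tumors (3 against 3), 0 genes were higher and 0 were lower at the thresholds of Figure 8A, and the smallest adjusted p in limma with Benjamini-Hochberg adjustment was 0.487. At an unadjusted p under 0.05 in the same fit, 283 of the 12357 genes differed at any fold change, and 0 genes were more than 2-fold higher and 33 more than 2-fold lower in PS473@NKMOF-101-[Mn] tumors. These 283 genes are 2.29% of the genes tested. In 509 genes (4.1%) the 3 tumors of one group all lay above the 3 of the other, where chance alone gives 10%. Of the 33 lower genes, 22 are shorter than 300 bases, against 514 of the genes tested, and 5 are encoded by the mitochondrial genome. Their median length is 129 bases, against 3970 for all genes tested, and 19 of them were highest in PS473@CPs tumor 2. Without that tumor, 8 of the 33 genes passed the same thresholds. Without PS473@NKMOF-101-[Mn] tumor 3, 11 passed them, and without PS473@CPs tumor 1, 16 did. Of the other settings tried, the number of genes moved most with limma's voom on the recovered fragments of these 6 tumors alone, with no filter and an unadjusted p, a setting chosen after seeing the data. It gave 234 genes higher and 254 lower in PS473@NKMOF-101-[Mn] tumors.

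Measured against PBS tumors, 0 genes passed the adjusted threshold in PS473@NKMOF-101-[Mn] tumors and 0 in PS473@CPs tumors. At an unadjusted p under 0.05 and a fold change above 2, 1 gene was higher and 36 were lower in PS473@NKMOF-101-[Mn] than in PBS tumors, and 13 were higher and 11 lower in PS473@CPs than in PBS tumors. The smallest adjusted p values were 0.993 and 1.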

Compared with the cationic polymers (CPs) delivery system, PS473@NKMOF‐101‐[Mn] elicited a substantially broader transcriptomic response, with 307 genes significantly upregulated and 765 downregulated (Figure 8A). 

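Groups of genes were compared between PS473@NKMOF-101-[Mn] and PS473@CPs tumors with limma's camera, which asks whether the genes of a list shifted together relative to the other genes tested (preset correlation 0.01, Benjamini-Hochberg adjustment over the 31 lists with at least 1 gene tested). The lists were written from gene names for the pathways that the paper discusses. The KEGG gene sets themselves were not used here. The 86 tested genes for cytokines and their receptors were lower in PS473@NKMOF-101-[Mn] tumors by a mean log2 fold change of −0.28, with 22 higher and 64 lower (adjusted p = 0.000222 in limma's camera). The 69 tested genes of TNF signaling had a mean log2 fold change of −0.21, with 32 higher and 37 lower (adjusted p = 0.408 in limma's camera). For the 141 tested genes of PI3K–Akt signaling the mean was −0.19, with 65 higher and 76 lower and the same adjusted p. Genes of IL-17 signaling had a mean of −0.48, with 9 of 41 higher (adjusted p = 0.0015 in limma's camera), and complement and coagulation genes a mean of −0.31, with 5 of 35 higher (adjusted p = 0.0128 in limma's camera). Interferon-stimulated genes went the other way, with a mean of 0.25 and 63 of 73 genes higher (adjusted p = 2.06e-05 in limma's camera).

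These list results depended on single tumors and on the correlation assumed between genes. Over the 6 fits that each left out 1 tumor, the mean of the cytokine list ranged from −0.49 to −0.030 and its adjusted p from 5.01e-12 to 0.865, with the smallest change without PS473@CPs tumor 2. Without the same tumor the IL-17 list had a mean of −0.090, the complement list −0.027, the TNF list −0.035 and the PI3K–Akt list −0.029. Without PS473@NKMOF-101-[Mn] tumor 1 the cytokine, IL-17 and complement lists no longer passed, at −0.22, −0.46 and −0.25, and the complement list also did not pass without PS473@NKMOF-101-[Mn] tumor 3 (−0.17) or PS473@CPs tumor 3 (−0.32). Without PS473@CPs tumor 1 the TNF list had a mean of −0.35 and the PI3K–Akt list −0.34, and both passed the threshold. The interferon list fell to −0.18 without PS473@NKMOF-101-[Mn] tumor 2 and to 0.025 without PS473@CPs tumor 1. Of the 31 lists, camera called 3 higher and 8 lower in PS473@NKMOF-101-[Mn] tumors. With fry, which estimates the correlation between the genes of a list, and with camera at an estimated correlation, 0 lists passed in any of the comparisons. For this comparison 2 lists, those for regulatory T cells and plasma cells, had an unadjusted p under 0.05 at the estimated correlation.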

KEGG pathway enrichment analysis revealed strong activation of immune‐ and cell‐death–related signaling pathways, including cytokine–cytokine receptor interactions, TNF signaling, and the PI3K–Akt pathway (Figure 8B), collectively suggesting robust immunological engagement within the tumor microenvironment. Notably, PS473@NKMOF‐101‐[Mn] also triggered stronger immune‐related transcriptional changes than Free PS473 alone Figure S6A,B, underscoring the importance of Mn‐MOF–mediated delivery. 

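Against Free PS473 tumors, 0 genes were higher and 0 lower in PS473@NKMOF-101-[Mn] tumors at an adjusted p under 0.05 and a fold change above 2, and the smallest adjusted p in limma with Benjamini-Hochberg adjustment was 0.781. At an unadjusted p under 0.05, 615 genes (4.98%) differed at any fold change. Of these, 69 were more than 2-fold higher and 24 more than 2-fold lower in PS473@NKMOF-101-[Mn] tumors. The tumors of the groups did not overlap in 843 genes (6.8%), where chance alone gives 10%. At the adjusted threshold, the alternative that moved this comparison most was to weight each tumor by its quality, which gave 103 genes higher and 19 lower at the adjusted threshold. That fit of weights stopped before it converged and gave 1 tumor, Free PS473 tumor 1, a weight of 17.1, while weights estimated gene by gene gave 66 genes higher and 0 lower. Without PS473@NKMOF-101-[Mn] tumor 2, 21 of the 69 genes passed the unadjusted thresholds.

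Of the 69 genes, 42 belong to the list of interferon-stimulated genes. The 73 tested genes of this list had a mean log2 fold change of 1.10 against Free PS473, with 72 of them higher (adjusted p = 4.9e-76 in limma's camera, and from 3.26e-89 to 0.253 over the alternatives, with fry giving the largest). Antigen presentation genes had a mean of 0.82, with 29 of 32 higher (adjusted p = 1.3e-26 in limma's camera, and from 3.35e-42 to 0.411 over the alternatives). These means were 0.68 and 0.51 without PS473@NKMOF-101-[Mn] tumor 2. The cytokine list had a mean of −0.009 (40 of 86 higher) and the PI3K–Akt list −0.083 (55 of 141 higher), and neither passed. The TNF list had a mean of 0.003 with 35 of 69 genes higher, and it passed in camera (adjusted p = 0.033 in limma, and from 0.000262 to 0.958 over the alternatives), where it is set against the other genes. The median log2 fold change of all genes tested was −0.04. Left-out tumors changed the direction of all 3 lists. The cytokine mean was 0.27 and the PI3K–Akt mean 0.036 without Free PS473 tumor 3, and the TNF mean was −0.13 without Free PS473 tumor 2.

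The mean log2(FPKM + 1) of the interferon-stimulated genes was 3.49, 4.58 and 3.19 in the PS473@NKMOF-101-[Mn] tumors and 2.59, 2.34 and 3.14 in the Free PS473 tumors, a difference of 1.06 with every PS473@NKMOF-101-[Mn] tumor above every Free PS473 tumor (two-sided exact permutation p = 0.1, the smallest that 3 tumors against 3 allow). The difference was 0.65 without PS473@NKMOF-101-[Mn] tumor 2. M5@NKMOF-101-[Mn] tumors were also all above the Free PS473 tumors, by 0.98 (two-sided exact permutation p = 0.1). The difference from Free PS473 was 0.82 for PS473@CPs, 0.69 for NKMOF-101-[Mn] and 0.56 for PBS tumors (exact permutation p = 0.2 for each). Over the 6 comparisons of this score that include the difference between M5@NKMOF-101-[Mn] and PBS tumors, the Benjamini-Hochberg adjusted p was 0.2 for each. Among the 15 genes that the paper names and that mouse tumors express or could express, 7 were tested and 0 passed in this comparison, both over all genes tested and adjusted over the list alone. The smallest p of the list was that of Sting1, whose p adjusted over the list alone was 0.126 in limma with Benjamini-Hochberg adjustment.

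**Figure D3:**
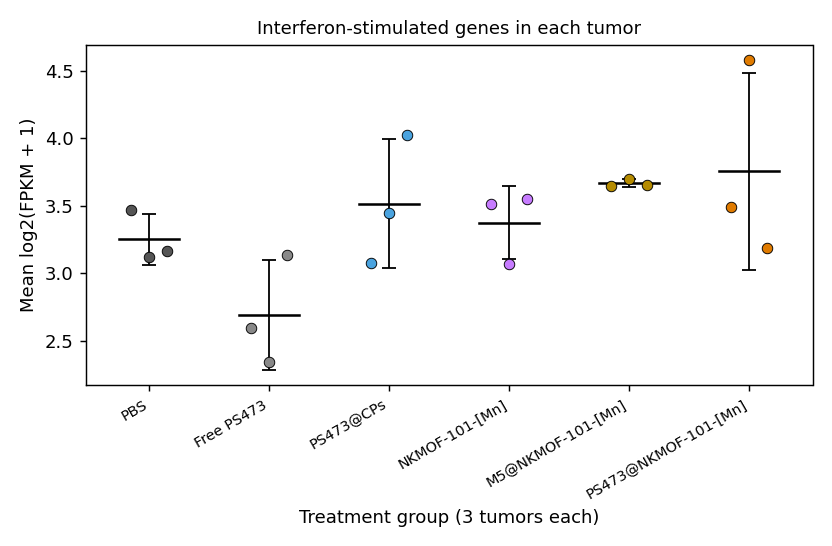
Mean log2(FPKM + 1) of the interferon-stimulated genes in each of the 18 tumors, by treatment group. Points are single tumors, the long bar is the group mean and the whiskers are 1 SD (n = 3). The Free PS473 tumors, at 2.34 to 3.14, include the lowest of all, PS473@NKMOF-101-[Mn] tumor 2 is the highest at 4.58, and the M5@NKMOF-101-[Mn] tumors lie between 3.65 and 3.70.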

To further validate these transcriptomic findings, we quantified immune cell infiltration using the xCell deconvolution algorithm [36]. PS473@NKMOF‐101‐[Mn] treatment markedly increased both the abundance and diversity of tumor‐infiltrating immune populations (Figure 8C), accompanied by significantly elevated composite immune scores (Figure 8D; Figure S6C). Together, these results demonstrate that the Mn‐based MOF platform substantially remodels the tumor immune microenvironment and enhances antitumor immune activation.

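Immune content was scored here from lists of marker genes, as the mean log2(FPKM + 1) of each list. The xCell signatures were not used here, so the scores are on another scale than those in Figure 8C and D. The immune score takes the 170 marker genes of 16 immune cell lists, of which 62 had a mean of at least 1 FPKM, so that most markers were weakly expressed. The score was 1.02, 1.43 and 1.05 in the PS473@NKMOF-101-[Mn] tumors, with a mean of 1.17 ± 0.23 (SD, n = 3). It was 1.27 ± 0.19 in PBS tumors, 1.33 ± 0.28 in PS473@CPs tumors and 1.06 ± 0.40 in Free PS473 tumors (each SD, n = 3). The PS473@NKMOF-101-[Mn] score thus differed by −0.10 from PBS tumors (two-sided exact permutation p = 0.7), by −0.16 from PS473@CPs tumors (p = 0.5, same exact test) and by 0.11 from Free PS473 tumors (p = 0.6, same exact test). Each of these differences is smaller than the SD of at least 1 of the groups compared. In every group the tumor with the highest skin score also had the highest immune score. The mean skin score was 1.231 in PS473@NKMOF-101-[Mn], 2.87 in PBS, 2.245 in PS473@CPs and 0.927 in Free PS473 tumors. Skin content was not held equal in these tests, so skin in the tumor pieces may enter the immune score. Among the settings on the same scale, a pseudocount of 0.1 moved the differences from PS473@CPs and Free PS473 most, to −0.31 and 0.29, and keeping only markers with a mean of at least 1 FPKM moved that from PBS most, to −0.24. Left-out tumors moved each difference by more than 1.5 times. The difference from PBS was −0.23 to −0.02 over these fits, smallest without PS473@NKMOF-101-[Mn] tumor 1 and largest without PS473@NKMOF-101-[Mn] tumor 2. From PS473@CPs it was −0.30 to −0.01, smallest without PS473@CPs tumor 2. From Free PS473 it was −0.02 to 0.34, below 0 without PS473@NKMOF-101-[Mn] tumor 2 or without Free PS473 tumor 2.

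Among the 16 immune cell lists, 7 were higher and 9 lower in PS473@NKMOF-101-[Mn] than in PBS tumors, and 4 were higher and 12 lower than in PS473@CPs tumors. Against Free PS473 tumors 10 were higher and 6 lower. With 18 lists in each comparison (the 16 immune lists and the lists for fibroblasts and endothelial cells), the smallest Benjamini-Hochberg adjusted p of the exact permutation tests was 0.9, 0.9 and 1 in these comparisons. The list for CD8 T cells was higher by 0.30 than in PBS tumors (two-sided exact permutation p = 0.4) and by 0.10 than in PS473@CPs tumors (p = 0.8, same exact test). The list for CD4 T cells differed by −0.021 and −0.11 (exact permutation p = 0.7 and p = 0.4), the list for NK cells by 0.15 and 0.02 (exact permutation p = 0.7 and p = 0.9), and the list for M1 macrophages by 0.12 and −0.19 (exact permutation p = 0.8 and p = 0.5). Against Free PS473 tumors, these lists differed by 0.35 for CD8 T cells (exact permutation p = 0.4), −0.012 for CD4 T cells (p = 0.7, same exact test), 0.27 for NK cells (p = 0.1, same exact test) and 0.16 for M1 macrophages (p = 0.6, same exact test). Every PS473@NKMOF-101-[Mn] tumor was above every Free PS473 tumor in the NK-cell list and above every PS473@CPs tumor in the B-cell list (by 0.034), and below every PBS and every PS473@CPs tumor in the plasma-cell list (by −0.25 and −0.35), with an exact permutation p of 0.1 for each. In PS473@NKMOF-101-[Mn] tumor 2 the CD8 T-cell list stood at 1.59 and the NK-cell list at 0.66, against 0.81 and 0.16 in tumor 1 and 0.77 and 0.25 in tumor 3. Cd8a and Cd4 were below the filter of the test across genes. Cd8a had 0.574, 2.35 and 0.547 FPKM in these tumors, all above the PBS tumors (0.327, 0.459 and 0.448 FPKM) and the Free PS473 tumors (0.0795, 0.0996 and 0.514 FPKM). Fitted in limma without the filter, its log2 fold change was 0.51 against PBS (unadjusted p = 0.0761) and 0.73 against Free PS473 (unadjusted p = 0.017). The Cd8a values overlapped those of PS473@CPs tumors (0.333, 1.07 and 0.956 FPKM; log2 fold change 0.20, unadjusted p = 0.472 in limma). Cd4 had 0.0832, 0.251 and 0.105 FPKM, and its values overlapped in each of these comparisons.

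For the stromal score, which takes the marker genes of fibroblasts and endothelial cells, the PS473@NKMOF-101-[Mn] tumors had 2.19 ± 0.23 (SD, n = 3), against 2.69 ± 0.88 in PBS tumors, 2.84 ± 0.98 in PS473@CPs tumors and 2.33 ± 0.81 in Free PS473 tumors (each SD, n = 3). The differences were −0.50, −0.66 and −0.14 (two-sided exact permutation p = 0.4, p = 0.4 and p = 1). The sum of the immune and the stromal score differed by −0.60, −0.82 and −0.033 (exact permutation p = 0.5, p = 0.5 and p = 1). In every group except M5@NKMOF-101-[Mn] the tumor with the highest skin score also had the highest stromal score. Single tumors moved the stromal score and the sum by more than 1.5 times. Against PBS, the stromal difference was −0.09 without PBS tumor 2 and −0.97 without PBS tumor 1, and that of the sum −0.12 and −1.17. Against PS473@CPs, the stromal difference was −0.14 without PS473@CPs tumor 2 and −1.11 without PS473@CPs tumor 1, and that of the sum −0.16 and −1.41. Against Free PS473, the stromal difference ranged from −0.43 without Free PS473 tumor 2 to 0.32 without Free PS473 tumor 3, and that of the sum from −0.45 to 0.66 without the same tumors. The sum was also higher than in Free PS473 tumors without PS473@NKMOF-101-[Mn] tumor 1 (0.13) or tumor 3 (0.07).

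**Figure D4:**
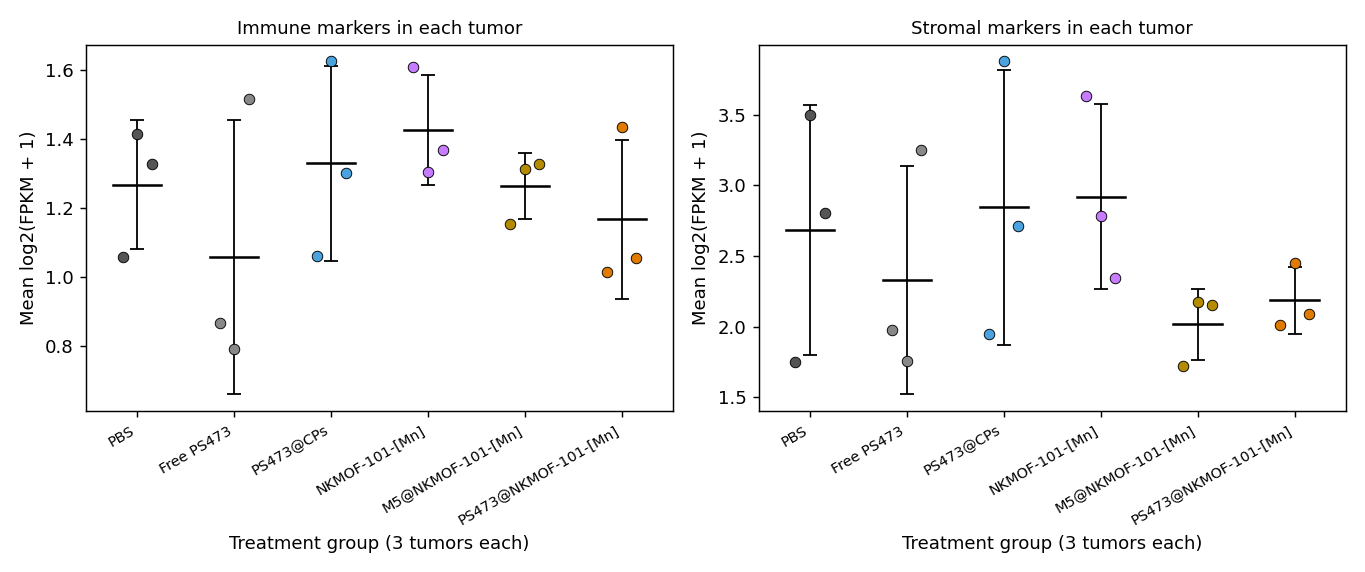
Immune score (left) and stromal score (right) in each of the 18 tumors, as the mean log2(FPKM + 1) of the marker genes, by treatment group. Points are single tumors, long bars are group means and whiskers are 1 SD (n = 3). The PS473@NKMOF-101-[Mn] tumors, at 1.02 to 1.43 for the immune score and 2.01 to 2.45 for the stromal score, lie inside the span of the other groups.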

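The part of the carrier was examined in the groups that received it. Against PBS tumors, 0 genes passed the adjusted threshold in NKMOF-101-[Mn] tumors and 0 in M5@NKMOF-101-[Mn] tumors. At an unadjusted p under 0.05 and a fold change above 2, 6 genes were higher and 6 lower in NKMOF-101-[Mn] than in PBS tumors, and 2 were higher and 15 lower in M5@NKMOF-101-[Mn] than in PBS tumors. Between PS473@NKMOF-101-[Mn] and NKMOF-101-[Mn] tumors 0 genes passed the adjusted threshold, with 1 higher and 36 lower at the unadjusted one, and between PS473@NKMOF-101-[Mn] and M5@NKMOF-101-[Mn] tumors 0 passed, with 1 higher and 3 lower. The difference that PS473 makes in the carrier was also set against the difference that it makes alone, as an interaction term of the same model over the PS473@NKMOF-101-[Mn], NKMOF-101-[Mn], Free PS473 and PBS tumors. This term gave 0 genes at an adjusted p under 0.05 and 62 at an unadjusted p under 0.05 and a difference above 2-fold. The immune score of PS473@NKMOF-101-[Mn] tumors differed by −0.26 from that of NKMOF-101-[Mn] tumors, whose mean was 1.43 ± 0.16 (SD, n = 3; two-sided exact permutation p = 0.3), and by −0.096 from that of M5@NKMOF-101-[Mn] tumors, whose mean was 1.26 ± 0.10 (SD, n = 3; exact permutation p = 0.6). The immune differences were −0.39 and −0.23 without PS473@NKMOF-101-[Mn] tumor 2, and without PS473@NKMOF-101-[Mn] tumor 1 they were −0.18 and −0.020. Against NKMOF-101-[Mn] tumors, 1 of the 16 immune cell lists was higher and 15 were lower in PS473@NKMOF-101-[Mn] tumors. In 4 of the 15 every PS473@NKMOF-101-[Mn] tumor was lower: macrophages (−0.84), plasma cells (−0.60), M2 macrophages (−0.54) and neutrophils (−0.42), each with an exact permutation p of 0.1 and a Benjamini-Hochberg adjusted p of 0.45. Against M5@NKMOF-101-[Mn] tumors 6 lists were higher and 10 lower. The gene lists were tested with limma's camera in the same groups, and the adjusted p values that follow are Benjamini-Hochberg values from limma over 31 lists. Against PBS, 6 lists were called higher and 2 lower in NKMOF-101-[Mn] tumors, 6 higher and 5 lower in M5@NKMOF-101-[Mn] tumors, and 3 higher and 2 lower in PS473@NKMOF-101-[Mn] tumors. In the groups without the carrier, 5 were higher and 1 lower in PS473@CPs tumors, and 0 higher and 17 lower in Free PS473 tumors. Their interferon-stimulated genes had means of 0.27 in PS473@CPs (68 of 73 higher, adjusted p = 9.68e-08) and −0.58 in Free PS473 tumors (0 of 73 higher, adjusted p = 8.74e-36). In NKMOF-101-[Mn] tumors, pan-leukocyte genes had a mean log2 fold change of 0.56 (16 of 16 higher, adjusted p = 6.23e-08) and macrophage genes 0.68 (11 of 13 higher, adjusted p = 3.32e-06). Over the fits that each left out 1 tumor these means ranged from 0.43 to 0.73 and from 0.45 to 0.86. Interferon-stimulated genes had a mean of 0.44 in M5@NKMOF-101-[Mn] tumors (70 of 73 higher, adjusted p = 1.68e-17), between 0.37 and 0.55 with a tumor left out. In PS473@NKMOF-101-[Mn] tumors their mean was 0.52 (70 of 73 higher, adjusted p = 8.72e-24), 0.098 without PS473@NKMOF-101-[Mn] tumor 2 and 0.82 without PS473@NKMOF-101-[Mn] tumor 3. Against NKMOF-101-[Mn] tumors, 2 lists were higher and 9 lower in PS473@NKMOF-101-[Mn] tumors. The lower lists included cytokine genes, with a mean of −0.32 (13 of 86 higher, adjusted p = 0.000481). They also included PI3K–Akt genes, with a mean of −0.27 (36 of 141 higher, adjusted p = 0.00802). Interferon-stimulated genes had a mean of 0.40 (68 of 73 higher, adjusted p = 8.06e-22), which was −0.027 and did not pass without PS473@NKMOF-101-[Mn] tumor 2, 0.69 without PS473@NKMOF-101-[Mn] tumor 3 and 0.24 without NKMOF-101-[Mn] tumor 2. Pan-leukocyte genes had a mean of −0.52 (1 of 16 higher, adjusted p = 5.48e-05), −0.34 without PS473@NKMOF-101-[Mn] tumor 1, where they did not pass, and −0.81 without PS473@NKMOF-101-[Mn] tumor 2. Against M5@NKMOF-101-[Mn] tumors 2 lists were higher and 5 lower. With fry the adjusted p of every list against PBS was at least 0.764 in NKMOF-101-[Mn], 0.787 in M5@NKMOF-101-[Mn] and 0.816 in PS473@NKMOF-101-[Mn] tumors, and the smallest of the comparison with NKMOF-101-[Mn] tumors was 0.0538, for plasma cells. With the correlation estimated, the smallest was 0.571, 0.556, 0.744 and 0.0596 in the same order.

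The score of interferon-stimulated genes in M5@NKMOF-101-[Mn] tumors was above that of PBS tumors in every tumor, by 0.42 (two-sided exact permutation p = 0.1). The same score in PS473@NKMOF-101-[Mn] tumors differed by 0.09 from M5@NKMOF-101-[Mn] tumors (exact permutation p = 1), by 0.38 from NKMOF-101-[Mn] tumors (exact permutation p = 0.6) and by 0.50 from PBS tumors (exact permutation p = 0.2). These differences were −0.33, −0.034 and 0.09 without PS473@NKMOF-101-[Mn] tumor 2.

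The paper starts from the genes that differ between PS473@NKMOF-101-[Mn] and PS473@CPs tumors (Figure 8A), reads their KEGG pathways as immune engagement (Figure 8B), and takes the comparison with Free PS473 (Figure S6A and B) as evidence that delivery by the Mn-based framework matters. It then adds the xCell scores of immune populations and the composite immune scores (Figure 8C and D). From these results together, the paper concludes that the framework remodels the tumor immune microenvironment and enhances antitumor immune activation.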

**FIGURE 8:**
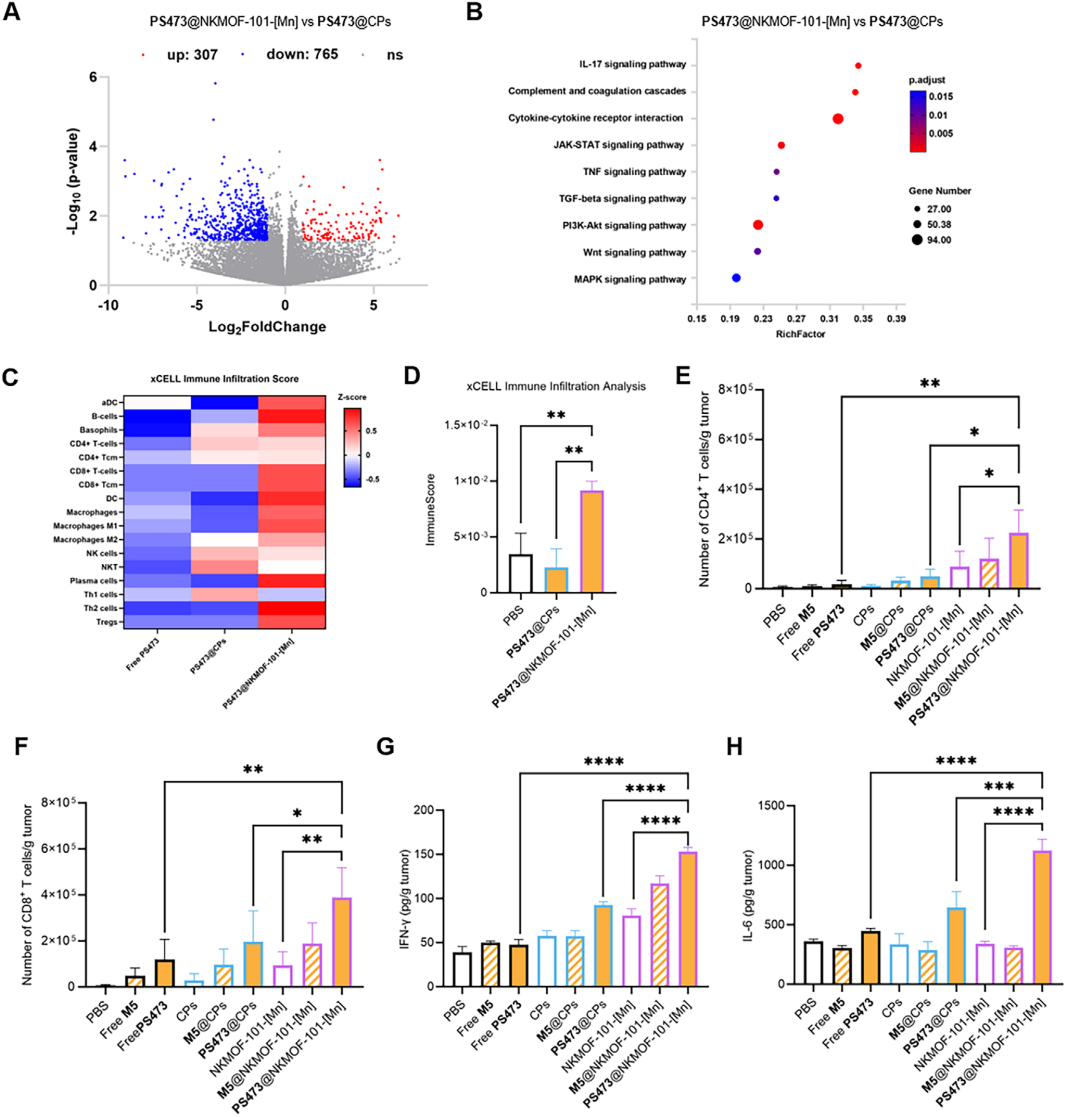
Transcriptome analysis and immune infiltration profiling following PS473‐mediated treatment. (A) Volcano plot comparing tumors treated with PS473@NKMOF‐101‐[Mn] and PS473@CPs, showing significantly upregulated genes (red), downregulated genes (blue), and nonsignificant genes (gray) (fold change > 2, adjusted *p* < 0.05). (B) KEGG pathway enrichment analysis of differentially expressed genes, with color intensity indicating the statistical significance of pathway enrichment. (C) Heatmap of xCell‐derived immune infiltration scores demonstrating increased infiltration of immune effector cells—including CD8^+^ T cells, CD4^+^ T cells, NK cells, and M1 macrophages—in the PS473@NKMOF‐101‐[Mn] group. (D) Quantitative comparison of the xCell immune infiltration scores confirming that PS473@NKMOF‐101‐[Mn] induces significantly stronger immune activation than does PS473@CPs or PBS. (E,F) Flow cytometry analysis of tumor‐infiltrating lymphocytes (TILs) reveals increased CD4^+^ T cells (E) and activated CD8^+^ T cells (F) populations following PS473@NKMOF‐101‐[Mn] treatment. (G, H) ELISA quantification of intratumoral cytokines showing robust induction of IFN‐γ (G) and IL‐6 (H)in the PS473@NKMOF‐101‐[Mn] relative to controls. Data are presented as mean ± SD (*n* = 3). Statistical significance: ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001.

Flow cytometric analysis of tumor‐infiltrating lymphocytes further corroborated the transcriptomic findings (Figure S6D). PS473@NKMOF‐101‐[Mn] treatment resulted in a marked increase in CD4^+^ T‐cell infiltration—approximately fourfold higher than that observed in PBS controls (Figure 8E). Furthermore, A significant elevation in CD8^+^ cytotoxic T lymphocytes was also detected (Figure 8F), indicating enhanced recruitment and activation of effector T cells within the tumor. These immunological changes are consistent with restored T‐cell function following PD‐L1 silencing and support the conclusion that the nanosystem effectively reverses local immune suppression.

Cytokine profiling further supported the immunostimulatory effects of the treatment. Tumors treated with NKMOF‐101‐[Mn] alone presented elevated IFN‐γ levels (Figure 8G), consistent with Mn^2^^+^‐mediated activation of innate immune pathways. In parallel, the PS473‐containing formulations induced higher IL‐6 production (Figure 8H), reflecting enhanced immune cell engagement and inflammatory signaling within the tumor microenvironment.

Collectively, these data suggest that PS473@NKMOF‐101‐[Mn] amplifies antitumor immunity through coordinated mechanisms: Mn^2^^+^‐driven innate immune activation, increased immune‐cell infiltration, reversal of local immunosuppression, and strengthened T‐cell cytotoxic responses. These combined effects likely underlie the pronounced therapeutic efficacy observed in vivo.

### 2.8 Biosafety Evaluation

Biocompatibility is a critical determinant of the translational potential of nanotherapeutics. To assess the in vivo safety of PS473@NKMOF‐101‐[Mn], we monitored body weight and examined major organs for histopathological alterations. Throughout the treatment period, all mice exhibited steady weight gain with no observable signs of acute toxicity or abnormal behavior (Figure 9A). Serum biochemical analysis demonstrated that all eight evaluated parameters—including key hepatic and renal function markers—remained within normal physiological limits (Figure 9B–D), suggesting no detectable disruption of systemic metabolism or major organ function. Consistently, histological assessment of the heart, liver, spleen, lung, and kidney using H&E staining revealed preserved tissue architecture, with no signs of inflammation, necrosis, or other pathological changes across all treatment groups (Figure 9E; Figure S7).

**FIGURE 9:**
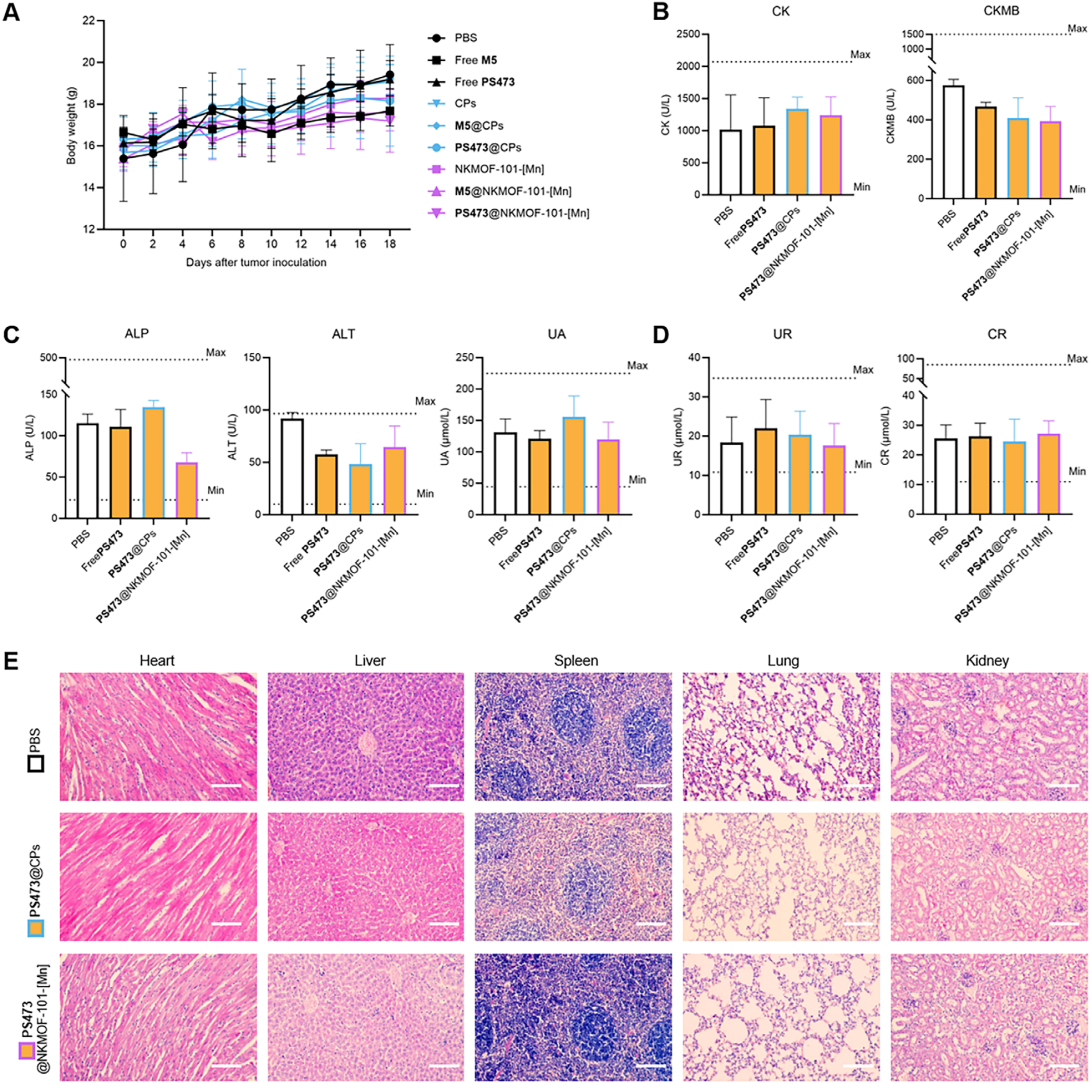
In vivo biosafety assessment of PS473@NKMOF‐101‐[Mn] in B16F10 tumor‐bearing mice. (A) Body weight monitoring throughout the treatment period showed no significant systemic toxicity in any group. (B) Serum levels of cardiac biomarkers, including creatine kinase (CK) and creatine kinase‐MB (CKMB), remained within normal ranges, indicating minimal cardiotoxicity. (C) Liver function markers—alkaline phosphatase (ALP), alanine transaminase (ALT), and uric acid (UA)—showed no abnormal elevation across treatment groups. (D) Kidney function indicators, including urea (UR) and creatinine (CR), likewise showed no significant differences, suggesting preserved renal function. (E) Representative H&E‐stained histological sections of the heart, liver, spleen, lung, and kidney revealed no obvious signs of inflammation, necrosis, or structural abnormalities in the PS473@NKMOF‐101‐[Mn] group compared with the PBS or polymer control groups. Scale bar = 100 µm.

These findings collectively demonstrate the excellent biocompatibility of the PS473 ribozyme, the NKMOF‐101‐[Mn] nanocarrier, and the assembled nanosystem. Importantly, the data indicate that the therapeutic regimen does not induce measurable systemic toxicity or irreversible organ damage at the administered doses, supporting its safety profile and suitability for further translational development. We note that core body temperature was not recorded in this study; although no behavioral or biochemical abnormalities indicative of systemic inflammation were observed, temperature monitoring will be incorporated in future work to further strengthen the safety assessment.

## 3 Discussion

The therapeutic targeting of immune checkpoints, particularly the PD‐1/PD‐L1 axis, has reshaped the landscape of cancer immunotherapy. However, clinical limitations—including variable patient response, immune resistance, and suboptimal efficacy in noninflamed tumors—continue to hinder broader success. Here, we present a dual‐function therapeutic nanosystem, PS473@NKMOF‐101‐[Mn], that synergizes Pistol ribozyme–driven checkpoint gene silencing with Mn^2+^‐based innate immune stimulation via a biocompatible MOF nanocarrier. This strategy exemplifies how catalytically active RNA molecules can be reengineered for precise gene regulation in cancer immunotherapy while preserving the structural and chemical logic inherent to ribozyme biology.

This study represents a meaningful extension of the ribozyme field, where most previous work has focused on in vitro enzymology or structural elucidation. Building upon prior investigations into ribozyme catalytic mechanisms and GU site cleavage specificity, we have adapted the Pistol ribozyme—a naturally occurring RNA catalyst—for cellular and in vivo application against a toumor progression‐associated transcript (PD‐L1). By combining rational design with in vitro kinetic assays and cellular PD‐L1 knockdown as functional readouts, we identified a highly active and selective ribozyme variant, PS473, which exhibited robust site‐specific cleavage under quasiphysiological conditions and potent checkpoint silencing in tumor cells. The use of a Mn^2^^+^‐responsive MOF as both a delivery vehicle and a catalytic cofactor source helps to overcome the long‐standing bottlenecks of ribozyme instability and poor cellular uptake without altering the intrinsic catalytic framework of the ribozyme.

This work leverages the unique properties of a mildly synthesized Mn‐based MOF (NKMOF‐101‐[Mn]) to enable ribozyme stabilization and metal‐ion codelivery in a tumor‐adaptive manner. The MOF synthesis route, which avoids harsh solvothermal conditions, was designed specifically to accommodate structurally fragile RNA molecules, illustrating how material chemistry can be tailored to the biological constraints of catalytic RNAs. From an MOF research standpoint, this platform highlights a new biomedical use case: dynamic corelease of RNA therapeutics and immune‐active metal ions to orchestrate spatially resolved, synergistic therapeutic effects.

Mechanistically, our kinetic analyses demonstrate that Mn^2^^+^ markedly improves PS473‐mediated RNA cleavage compared with Mg^2^^+^, particularly under conditions of limited metal‐ion availability, with more than a 17‐fold increase in the observed rate at low micromolar concentrations. This behavior is consistent with previous biochemical and computational studies showing that Pistol ribozymes display higher catalytic activity in Mn^2^^+^ than in Mg^2^^+^, likely reflecting the ability of Mn^2^^+^ to act as a stronger Lewis acid and to more efficiently activate coordinated water molecules within the established general acid–base catalytic framework. Although the precise atomistic details were not dissected here, our data support a model in which Mn^2^^+^ serves as a more effective catalytic cofactor for Pistol ribozymes under physiologically relevant metal‐ion conditions.

Control experiments with the catalytically inactive mutant M5 and a PD‐L1‐blocking antibody further clarify the mechanism of checkpoint modulation. M5, which retains the same substrate‐binding arms but lacks catalytic activity, produced only partial PD‐L1 reduction in cells and in tumor tissue, consistent with non‐catalytic effects such as RNA–RNA hybridization–induced translational interference or engagement of endogenous RNA‐decay pathways. In contrast, PS473 consistently achieved deeper suppression of PD‐L1 at both the mRNA and protein levels, supporting a dominant contribution from bona fide ribozyme‐mediated cleavage rather than binding alone. Moreover, PD‐L1 monoclonal antibody controls elicited similar enhancements in T‐cell‐mediated tumor cell killing, reinforcing that PD‐L1 checkpoint blockade is a central mechanism of the observed antitumor responses and that PS473@NKMOF‐101‐[Mn] functions as a ribozyme‐based analogue of immune checkpoint inhibition.

From the perspective of RNA therapeutics, this study offers a generalizable framework for expanding ribozyme‐based interventions beyond structural or mechanistic studies. The ability to rationally select target sites, increase catalytic rates with physiologically relevant cofactors, and ensure intracellular bioavailability opens new possibilities for applying ribozymes to other oncogenic transcripts, immune checkpoints, or noncoding RNAs. Compared with antisense oligonucleotide or siRNA approaches, ribozymes offer rapid, site‐specific, and catalytically amplifying gene regulation and may offer a lower risk of off‐target effects owing to their dual dependence on sequence complementarity and the 3D folding of the substrate.

In conclusion, this work demonstrates that the catalytic capacity of ribozymes can be productively integrated with the structural intelligence of MOFs to achieve localized, durable, and multimodal cancer immunotherapy. PS473@NKMOF‐101‐[Mn] thus offers a proof‐of‐concept for modular ribozyme nanotherapeutics, bridging fundamental RNA catalysis and translational tumor biology. By simultaneously addressing the delivery and activation bottlenecks of ribozyme‐based drugs, our approach lays a foundation for further exploration of catalytic RNA as a programmable class of precision medicines.

## 4 Materials and Methods

### 4.1 Preparation of Pistol Ribozyme and PDL1 mRNA

The Pistol ribozyme was designed on the basis of its crystal structure (PDB ID: 5K7C [16]), which exhibits site‐specific cleavage activity at GU dinucleotides within RNA. The coding sequence (CDS) of the PD‐L1 gene (NM_021893.3) was analyzed, and its mRNA secondary structure was predicted to identify accessible, unpaired GU sites as potential ribozyme targets. DNA primers containing T7 RNA polymerase promoter sequences (synthesized by GENEWIZ) were used for in vitro transcription. The PD‐L1 CDS was amplified via PCR using the pCMV‐PD‐L1 plasmid (obtained from Mailgene Biosciences Co., Ltd., Beijing, China) as a template. Both the Pistol ribozyme and PD‐L1 RNA substrates were transcribed in vitro via a laboratory‐established transcription system. The resulting RNA products were purified via 8 M urea polyacrylamide gel electrophoresis (urea‐PAGE), quantified via a NanoDrop spectrophotometer, and stored at −20°C. We mutated the bases in the catalytic center of the Pistol ribozyme (i.e., G40‐U and C41‐A) with reference to Biochemical analysis of pistol self‐cleaving ribozymes [22, 37], yielding the ideal mutant ribozyme M5 that lacks catalytic cleavage activity.

### 4.2 In Vitro Ribozyme Cleavage Assay

Ribozyme and RNA substrates were annealed by heating at 65°C for 10 min, followed by gradual cooling to room temperature. The cleavage reaction was carried out in buffer containing 5 mM HEPES and 20 mM NaCl, with 1 µM RNA substrate and 1 µM ribozyme. Metal chloride salts were added as required to a final concentration of 1 mM. The reaction mixtures were incubated at 37°C for the indicated time periods and then quenched by adding an equal volume of termination buffer (90% formamide, 50 mM EDTA, 0.05% xylene cyanol, 0.05% bromophenol blue). The cleavage products were resolved via 10–20% denaturing urea‐PAGE, stained with GelRed, and visualized via a PXI9 imaging system (SYNGENE). Band intensities were quantified via ImageJ, and apparent cleavage rate constants (*k*_obs_) were determined by fitting the data to a single‐exponential decay model [38].

### 4.3 Assembly and Ribozyme Release Profiling of PS473@NKMOF‐101‐[Mn]

Squaric sodium was synthesized by dissolving squaric acid (182 mg, 1.6 mmol) and NaOH (128 mg, 3.2 mmol) in 16 mL of water. The solution was partially evaporated at room temperature to remove approximately 80% of the water, leading to the formation of squaric sodium microcrystals [33]. To prepare PS473@NKMOF‐101‐[Mn], an aqueous solution of squaric sodium (22.1 mg mL^−1^, 0.14 M, 1.0 mL) was mixed with 200 µL of PS473 ribozyme (200 µM). A manganese(II) chloride tetrahydrate solution (27.7 mg mL^−1^, 0.14 M, 1.0 mL) was prepared in a water–ethanol mixture (25–50% ethanol). The two solutions were combined and incubated at room temperature for 10 min. The resulting nanoparticles were collected by centrifugation at 8000 rpm for 3 min and washed with excess water. To verify ribozyme encapsulation, the FAM‐labeled PS473 ribozyme was loaded into NKMOF‐101‐[Mn] via the same one‐step procedure. The incorporation of the ribozyme was confirmed via fluorescence imaging via confocal microscopy. To evaluate ribozyme release, 1 mg of PS473@NKMOF‐101‐[Mn] was divided into three aliquots and incubated at 37°C in buffers of pH 7.4, pH 5.7, or with 100 mM EDTA. At predetermined time points, 5 µL of the supernatant was collected, mixed with loading buffer, and analyzed via 2% agarose gel electrophoresis. The gel images were analyzed via ImageJ to quantify ribozyme release.

### 4.4 Stability Evaluation of Ribozymes in Biological Media

To assess the protective effect of MOF encapsulation on ribozyme stability, 20 µL reaction mixtures containing 20 µM ribozyme were prepared. RNase A (5 mg mL^−1^), 10% freshly isolated mouse serum, or cell lysate was added to simulate degradation conditions. PS473@NKMOF‐101‐[Mn] was included at a concentration of 50 mg mL^−1^. The mixtures were incubated at 37°C for 2 ‐ 24 h. Following incubation, the samples were analyzed via 2% agarose gel electrophoresis. Gel images were captured via a UV302 imaging system and quantified via ImageJ software.

### 4.5 Confocal Imaging of Cellular Uptake and Localization

B16F10 cells were seeded in confocal imaging plates at a density of 2 × 10^5^ cells per well and incubated overnight. After coincubation with FAM‐labeled PS473 for 2, 6, or 12 h, the cells were stained with LysoTracker Red (Beyotime) and Hoechst 33342 (Beyotime). The cellular uptake and localization of the ribozyme‐MOF complexes were observed via a laser scanning confocal microscope (LSM 800 with Airyscan).

### 4.6 pH‐Responsive Mn^2^^+^ Release and Cellular Uptake Analysis

We prepared buffer solutions at pH 5.7 and pH 7.4 (5 mM HEPES and 20 mM NaCl), placed 5 mg mL^−1^ of the material in 500 µL of each solution, collected 5 µL samples at different time points, diluted the samples to 5 mL in the same solution, and stored them at −20°C for later analysis. Detection was performed via LCP‐OES (inductively coupled plasma‒optical emission spectrometry). For cell sample preparation, cells were treated with different concentrations of PS473@NKMOF‐101‐[Mn] at a density of 5 × 10^5^ cells in 12‐well plates for 2 h, collected, lysed by sonication, and then analyzed for Mn^2^^+^ and Mg^2^^+^ concentrations via LCP‐OES.

### 4.7 Gene Silencing Assay Using PS473 in Tumor Cells

Mouse melanoma (B16F10) and breast cancer (4T1) cells were cultured in RPMI 1640 and DMEM, respectively, at 37°C in a humidified atmosphere containing 5% CO_2_. The culture media were supplemented with 10% fetal bovine serum (FBS), 1% penicillin (100 U mL^−1^), and 1% streptomycin (100 µg mL^−1^). The cells were seeded at 2 × 10^5^ cells per well in 12‐well plates and incubated for 12 h to allow adhesion. The PS473 ribozyme was delivered into cells via either the cationic polymer HighGene transfection reagent (RM09014; ABclonal Biotechnology Co., Ltd.) or the NKMOF‐101‐[Mn] nanocarrier. After appropriate incubation, total RNA was extracted via TRIzol reagent for quantitative PCR (qPCR), and total protein was extracted via RIPA buffer for Western blot (WB) analysis. GAPDH was used as an internal control for both qPCR and WB. The qPCR primers used were as follows: PD‐L1: forward 5′‐ATGAGGATATTTGCTGGCATT‐3′, reverse 5′‐TTACGTCTCCTCGAATTGTG‐3′; GAPDH: forward 5′‐ACCCAGAAGACTGTGGATGG‐3′, reverse 5′‐TTCAGCTCAGGGATGACCTT‐3′. All DNA strands and primers were chemically synthesized by GENEWIZ and Tsingke Biotechnology Co., Ltd. (China). The primary antibodies used included an anti‐PD‐L1 mouse monoclonal antibody (dilution ratio 1:10000, Proteintech 66248‐1) and a GAPDH mouse monoclonal antibody (dilution ratio 1:20000, Proteintech 60004−1). The secondary antibody used was HRP‐conjugated goat antimouse IgG (dilution ratio 1:10000, Proteintech SA00001−1).

### 4.8 Cytotoxicity Assay

B16F10, CTLL‐2, and RAW264.7 cells (1 × 10^4^ cells per well) were seeded in 96‐well plates and incubated overnight at 37 °C in a humidified 5% CO_2_ atmosphere to allow cell attachment. Various concentrations of NKMOF‐101‐[Mn] or PS473@NKMOF‐101‐[Mn] were then added and incubated with the cells for 24 h. Following treatment, the culture medium was replaced with 10% CCK‐8 solution (v/v in complete medium), and the cells were further incubated for 2 h at 37°C. The absorbance at 450 nm was measured via a microplate reader (Infinite F50, TECAN) to assess cell viability.

### 4.9 In Vitro Immune Cell–Mediated Tumor Killing Assay

To further evaluate the immunomodulatory potential of PS473@NKMOF‐101‐[Mn], we assessed macrophage‐mediated cytotoxicity against tumor cells. B16F10‐LUC cells were first seeded in 12‐well plates, and then RAW264.7 cells or CTLL‐2 cells were added at an effector‐to‐target (E:T) ratio of 4:1. Subsequently, the cocultures were treated with PBS, anti–PD‐L1 antibody (0.1 µg mL^−^^1^, 10F.9G2, TargetMol) combined with NKMOF‐101‐[Mn] (40 µg mL^−^^1^), or PS473@NKMOF‐101‐[Mn] (40 µg mL^−^^1^) for 24 h. Then, the cells were lysed to release luciferase, and the luciferase activity was detected using the Firefly Luciferase Reporter Gene Cell Lysate Detection Kit (RG005, Beyotime) with a microplate reader (Spark) [33].

### 4.10 In Vivo Antitumor Study

B16F10 melanoma cells (1 × 10^6^ cells in 50 µL of PBS) were subcutaneously injected into the right flank of female C57BL/6 mice. On day 6, when the tumor volume reached approximately 50 mm^3^, the mice were randomly divided into nine groups and treated every two days via intratumoral injection with one of the following formulations: PBS, Free M5, Free PS473, CPs, M5@CPs, PS473@CPs, NKMOF‐101‐[Mn], M5@NKMOF‐101‐[Mn], or PS473@NKMOF‐101‐[Mn]. Each treatment group received 20 µg of ribozyme per dose. Based on nucleic‐acid loading and encapsulation efficiency measurements, the nucleic‐acid‐to‐material mass ratio in MOF‐based formulations was approximately 1:4. Accordingly, each intratumoral dose of 80 µg PS473@NKMOF‐101‐[Mn] delivered: ≈20 µg ribozyme (1 mg kg^−^^1^), ≈15 µg Mn^2^^+^ (1 mg kg^−^^1^), ≈33 µg squaric acid ligand (1.65 mg kg^−^^1^), and ≈12 µg bound water. This material dose (≈4 mg kg^−^^1^) is below the ranges commonly used in Mn‐MOF–based cancer immunotherapy studies [39], and the corresponding Mn^2^^+^ exposure falls within the reported safety limits for localized intratumoral administration. Tumor volumes and body weights were recorded every two days throughout the treatment period. After 14 days, the tumors were excised and weighed to evaluate therapeutic efficacy. The tumor inhibition rate (TIR) was calculated as:TIR = (1 − Mean Tumor Weight of Treatment Group / Mean Tumor Weight of PBS Group) × 100%. All animal procedures were approved by the Animal Ethics Committee of Nankai University (Approval No. TJUE‐2023‐081).

### 4.11 Immune Cell Profiling in Tumor Tissues

Tumor tissues were harvested from B16F10 tumor‐bearing mice 48 h after the final treatment. Single‐cell suspensions were prepared from the excised tumors, followed by incubation with 1% FBS in PBS for 3 min. The cells were then centrifuged and fixed with 4% paraformaldehyde. For immune cell analysis, the cells were stained with the following flow cytometry antibodies: PE‐conjugated anti‐CD3, APC‐conjugated anti‐CD4, and FITC‐conjugated anti‐CD8 (all purchased from Chengdu Zen‐Bioscience Co., Ltd.). The immune cell populations were quantified via a BD LSRFortessa flow cytometer. Additionally, the levels of interferon‐gamma (IFN‐γ) and interleukin‐6 (IL‐6) in tumor homogenates were measured via ELISA kits (Wuhan Servicebio Technology Co., Ltd.).

### 4.12 Expression Analysis in Tumor Tissues

Tumor tissues were collected, fixed in 4% paraformaldehyde, dehydrated, and embedded in paraffin. Tissue sections (4 µm thick) were deparaffinized, subjected to antigen retrieval via citrate buffer (pH 6.0), and stained via a two‐step immunohistochemistry (IHC) kit (Elabscience Biotechnology Co., Ltd.) with appropriate primary and secondary antibodies. PD‐L1 expression levels were visualized and quantified via ImageJ software. For protein‐level analysis, total protein was extracted from tumor tissues via RIPA lysis buffer, and PD‐L1 expression was evaluated via Western blotting.

### 4.13 Biosafety Evaluation

The body weights of the experimental mice were monitored every two days throughout the treatment period. Following the final treatment, blood samples were collected for biochemical analysis. Major organs, including the heart, liver, spleen, lungs, and kidneys, were harvested and subjected to hematoxylin–eosin (H&E) staining via a commercial HE staining kit (Beijing Solarbio Science & Technology Co., Ltd.). Histopathological examination was performed to assess potential tissue damage and evaluate the overall biosafety of the treatment.

### 4.14 Statistical Analysis

All the data were shown as the mean ± standard deviation (SD) and were analyzed with GraphPad Prism 10 software. Statistical differences were analyzed via two‐tailed unpaired Student's *t* test or one‐way ANOVA, and ^*^ *p*<0.05, ^**^ *p*<0.01, ^***^ *p*<0.001, and ^****^ *p*<0.0001 were considered statistically significant.

## Author Contributions

M.Z., S.Q., Y.L., and Y.C. supervised the study. M.Z. and S.Q. designed the study and experiments. M.Z. and S.Q. performed the experiments. Z.M. and J.B. conducted the statistical analysis of these results. M.Z. and S.Q. wrote the draft manuscript. J.Z., Z.X., Z.L., X.Z., and X.Y. discussed the results and edited the manuscript. M.Z. and Y.J. reviewed and revised the manuscript.

## Funding

This work was supported by the National Key Research and Development Program of China (2023YFA0913800), the National Natural Science Foundation of China (22371136, 21877065, 82111530210, 32360709), the Key Project of Tianjin Municipal Natural Science Foundation of China (24ZXZSSS00020, 25ZXZSSS00090), the Haihe Laboratory of Synthetic Biology (22HHSWSS00008), the Frontiers Science Center for New Organic Matter, Nankai University (63181206), and the Fundamental Research Funds for the Central Universities, Nankai University (035‐63191735, 035–63221328).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs74214‐sup‐0001‐SuppMat.docx.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The raw RNA sequencing data of tumor tissues have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE302201, which can be accessed via the following link: www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302201.

# Supplementary material for: Synergistic Mn‐MOF Activation of Pistol Ribozymes for Cancer Immunotherapy
**Source:** Adv Sci (Weinh). 2026 Feb 10;13(20):e17912. doi: 10.1002/advs.202517912
**Supplement:** Supplementary file 1 — Supporting File: advs74214‐sup‐0001‐SuppMat.docx.

**Synergistic Mn-MOF Activation of Pistol Ribozymes for Cancer Immunotherapy**

*Ming Zhao et al.*

Supplementary Materials

**This PDF file includes:**

Supplementary Text: The Catalytic Mechanism of the Pistol Ribozyme and Design Strategies for Its Variants.

Figs. S1 to S7

Tables S1 to S4

References

**The catalytic mechanism of the Pistol ribozyme**

Small self-cleaving ribozymes, including the Pistol ribozyme, catalyze RNA strand scission through a 2′-O-transphosphorylation reaction that relies on a coordinated network of general acid–base catalysis. In this mechanism, four classical catalytic strategies—(α) in-line alignment of the 2′-OH nucleophile, (β) stabilization of the dianionic transition state, (γ) general base activation of the 2′-OH, and (δ) general acid protonation of the 5′-oxygen leaving group—operate simultaneously within a compact RNA active site. Crystallographic analysis of a deactivated Pistol ribozyme, in which the 2′-OH nucleophile was replaced by deoxyribose, revealed that a conserved guanine (G40) is positioned proximal to the 2′-position that would serve as the nucleophile in the active ribozyme.^[1]^ This observation led to the initial proposal that G40 could function as the general base. However, subsequent biochemical studies have challenged this assignment. In particular, substitution of G40 with 2-aminopurine resulted in slightly enhanced catalytic activity, inconsistent with the expected loss-of-function phenotype for a general base residue.^[2]^ Moreover, G40 does not conform to the conserved L-platform/L-scaffold architecture shared by G+M ribozymes.^[3]^ In contrast, another conserved guanine, G42, exhibits sensitivity to 2-aminopurine substitution and is compatible with the L-platform/L-scaffold framework, supporting its role as the general base in the primary catalytic pathway.^[2, 3]^ In this model, G42 abstracts a proton from the 2′-OH nucleophile, while a Mg²⁺-coordinated water molecule donates a proton to the leaving group, consistent with a general acid–base catalytic mechanism.

Importantly, although Mg²⁺ is the most common physiological cofactor, many other divalent cations—such as Mn²⁺, Ca²⁺, Co²⁺, and Cd²⁺—can substitute for Mg²⁺ and support catalysis because they maintain similar inner-sphere coordination chemistry and can activate bound water molecules as proton donors.^[4, 5]^ Among these, Mn²⁺ is particularly effective, owing to its higher Lewis acidity and stronger activation of coordinated water, allowing it to fulfill the general-acid role even more efficiently than Mg²⁺ in certain ribozymes.^[3]^ This property provides a mechanistic rationale for the use of Mn-MOF nanomaterials in this study: Mn²⁺ released from the MOF framework enhances the acid–base catalytic environment of the Pistol ribozyme and strengthens its cleavage efficiency.

Complementary computational studies have further clarified proton-transfer pathways involving G40, the catalytic metal ion, and its coordinated water ligands, supporting a unified model in which a conserved guanine acts as the general base, a divalent metal–bound water functions as the general acid, and the metal ion stabilizes the transition state.^[6]^

**Design of Pistol Ribozyme Variants**

To evaluate the effectiveness of Pistol ribozymes in targeting PD-L1 mRNA, we designed a series of trans-acting ribozymes that selectively cleave RNA substrates at GU dinucleotides—the preferred scissile motifs for Pistol ribozymes. The coding sequence (CDS) of mouse PD-L1 mRNA (NM_021893.3) was scanned to identify all GU dinucleotides that could serve as potential cleavage sites. Based on this mapping, we engineered a library of Pistol ribozyme variants using the first reported crystal structure of the Pistol ribozyme (PDB: 5K7C ^[7]^) as the structural template—hereafter referred to as “Pistols”—to target individual GU sites across the PD-L1 CDS.

Each Pistol ribozyme was named according to the nucleotide position of its intended cleavage site within the PD-L1 CDS. For example, the ribozyme designed to cleave after the GU motif at position 473 was designated PS473. Variants with modified P3 stem lengths were further annotated by adding the number of base pairs after a hyphen (e.g., PS473-16), as the P3 stem length is a key determinant of substrate recognition and target specificity.

An inactive Pistol ribozyme mutant (**M5**) was also generated by mutating the conserved G40 and G41 nucleotides to UA, following the strategy reported by Breaker and colleagues in RNA 21(11):1852–1858,^[8]^ which demonstrated that these substitutions abolish the catalytic activity of the Pistol ribozyme.

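M5 was compared base by base with PS473 in the sequences that Tables S1 and S2 print. PS473 has 52 nucleotides in Table S1 and M5 has 58 in Table S2. Over the 52 nucleotides that both share, M5 differs from PS473 by G40U and C41A, with positions counted from 1 at the 5′ end of the ribozyme. The rest of M5 is the 3′ extension ACAUAU, which lengthens the arm that pairs with the substrate 5′ of the cleavage site. The substitutions lie outside the 10 nucleotides of PS473 that pair with the substrate 5′ of the site, so M5 matches the same target. M5 in the Mn-based framework is one of the treatment groups with sequenced tumors, which sets PS473 against a ribozyme described as inactive in the same carrier.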

**
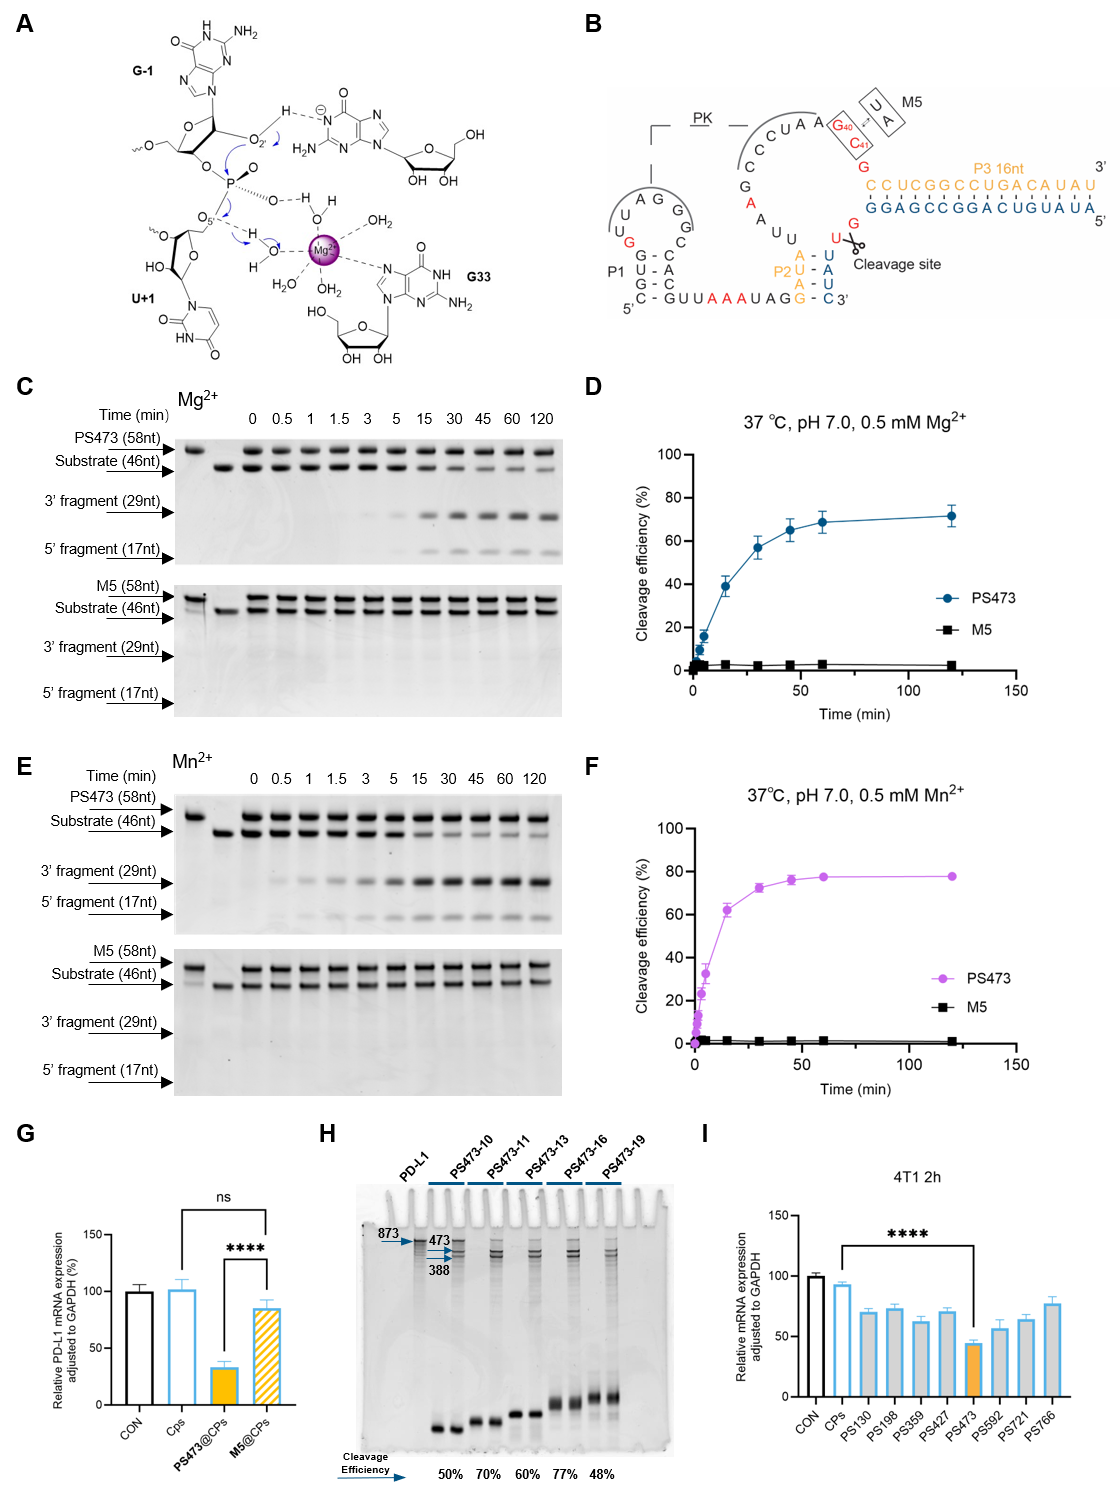
**

**Figure S1. Design, catalytic activity, and PD-L1 targeting validation of the PS473 ribozyme and its mutant variant M5.** (**A**) Proposed general acid–base catalytic mechanism of the Pistol ribozyme. A plausible general acid–base catalytic model for Pistol ribozyme–mediated RNA cleavage is illustrated. The 2′-hydroxyl group of the upstream nucleotide is activated by a guanine base acting as a general base, facilitating nucleophilic attack on the adjacent phosphorus atom and formation of a pentavalent transition state. Cleavage of the scissile phosphate is accompanied by protonation of the leaving 5′-oxygen, mediated by a Mg²⁺-coordinated water molecule acting as a general acid. The Mg²⁺ ion is shown coordinated by water molecules and nearby nucleobase functionalities (including guanine N7), stabilizing negative charge development during the reaction. Curved arrows indicate the direction of electron pair movement. (**B**) Secondary-structure schematic of the catalytically impaired **M5** mutant, showing the critical active-site mutations and the intact substrate-binding stem–loop region. (**C**) Time-course cleavage assay comparing **PS473** and **M5** activity using a 48-nt RNA substrate under physiological conditions (37 °C, pH 7.0, 0.5 mM Mg²⁺). Note: The cleavage gel image of PS473 under Mg²⁺ conditions corresponds to that shown in Figure 4E of the main text and is reused here for direct visual comparison. (**D**) Kinetic cleavage curves showing the time-dependent catalytic efficiency of **PS473** versus **M5**. **PS473** rapidly cleaves target RNA, whereas **M5** displays negligible activity. (**E**) Time-course cleavage assay comparing **PS473** and **M5** activity under identical conditions with 0.5 mM Mn²⁺. Note: The cleavage gel image of **PS473** under Mn²⁺ conditions corresponds to that shown in Figure 4E and is reused for the same comparative purpose. (**F**) Kinetic cleavage curves showing the time-dependent catalytic efficiency of **PS473** versus **M5**. **PS473** rapidly cleaves target RNA, whereas **M5** displays negligible activity. (**G**) Quantitative comparison of PD-L1 mRNA levels in B16F10 cells treated with PBS (CON), cationic polymer (CPs), **PS473**@CPs, and **M5**@CPs. **PS473** significantly reduces PD-L1 expression, whereas **M5** has no silencing effect. (**H**) In vitro cleavage assay of PD-L1 mRNA coding sequence (CDS) by various **PS473** ribozyme variants. PAGE analysis shows cleavage fragment bands, and quantification (below) indicates that **PS473** achieves the highest catalytic efficiency. (**I**) Relative suppression efficiency of Pistol ribozyme variants on PD-L1 mRNA expression in 4T1 cells. All data are presented as mean (± SD), n = 3. Statistical significance was assessed by two-tailed Student’s t-test: *****p* < 0.0001, ns = not significant.

**
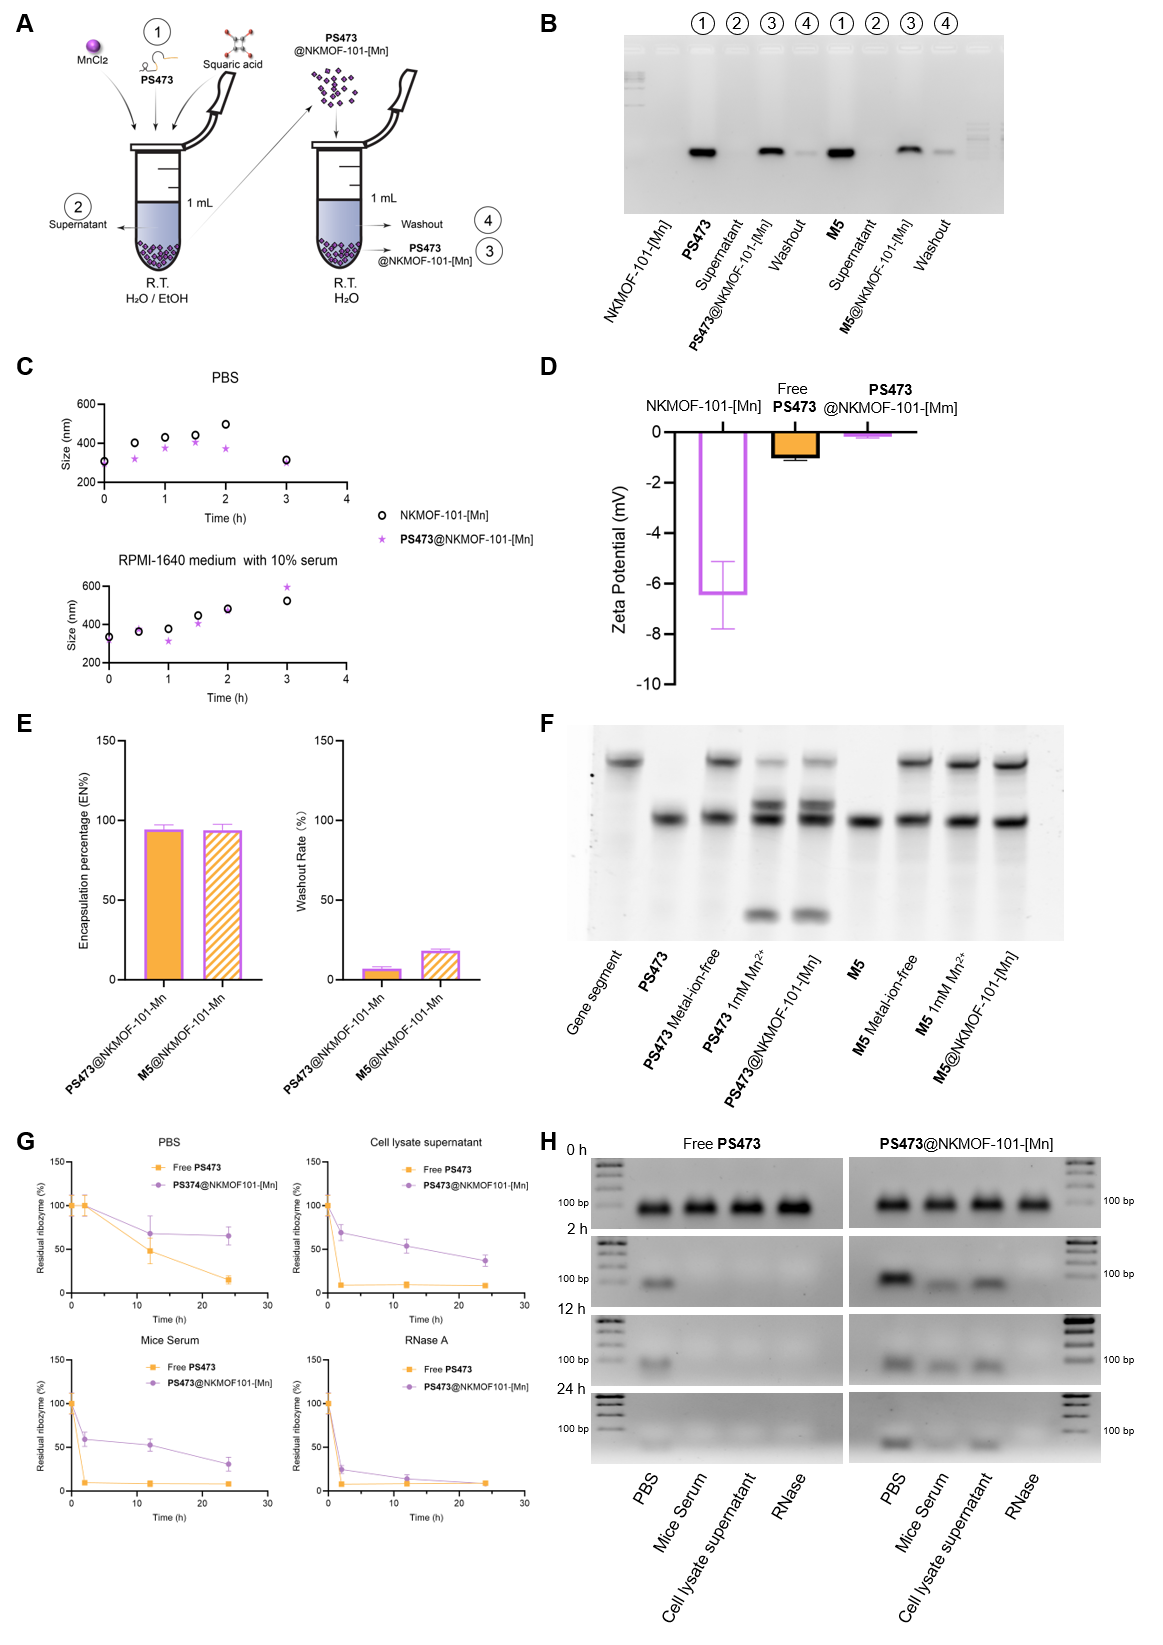
**

**Figure S2. Characterization and stability evaluation of PS473@NKMOF-101-[Mn] nanocomposites. (A)** Schematic illustration of the one-pot synthesis of **PS473**@NKMOF-101-[Mn] and **M5**@NKMOF-101-[Mn]. Ribozyme (**PS473** or **M5**), MnCl₂, and squaric acid were co-assembled in a H₂O/EtOH mixture at room temperature to form ribozyme-loaded NKMOF-101-[Mn] nanoparticles. After centrifugation and sequential washing, the pellet (material) and supernatant were collected for analysis. **(B)** Agarose gel electrophoresis of **PS473** and **M5** in different fractions (supernatant, material, and washout) confirms successful ribozyme loading onto NKMOF-101-[Mn] and removal of unbound RNA. **(C)** Dynamic light scattering (DLS) analysis showing the hydrodynamic size distribution of NKMOF-101-[Mn] and **PS473**@NKMOF-101-[Mn], revealing comparable particle diameters (~250–300 nm). **(D)** Zeta potential measurements of NKMOF-101-[Mn], Free **PS473**, and **PS473**@NKMOF-101-[Mn], indicating surface charge neutralization after ribozyme loading. **(E)** Quantification of encapsulation efficiency and unbound ribozyme content for **PS473**@NKMOF-101-[Mn] and **M5**@NKMOF-101-[Mn], confirming high loading efficiency and minimal residual RNA. **(F)** In vitro cleavage assay of PD-L1 mRNA fragment by various condition. **(G)** Quantitative analysis of **PS473** integrity in various biological matrices over time. **PS473**@NKMOF-101-[Mn] retained significantly higher stability than Free **PS473**, particularly in nuclease-rich environments such as serum and Cell lysate supematant solution. **(H)** Gel-based stability assay comparing degradation patterns of Free **PS473** and **PS473**@NKMOF-101-[Mn] in different matrices: PBS, mouse serum, cell lysate supernatant, and RNase A, indicating enhanced protection by the NKMOF-101-[Mn] carrier. All data are presented as mean (± SD), n = 3.

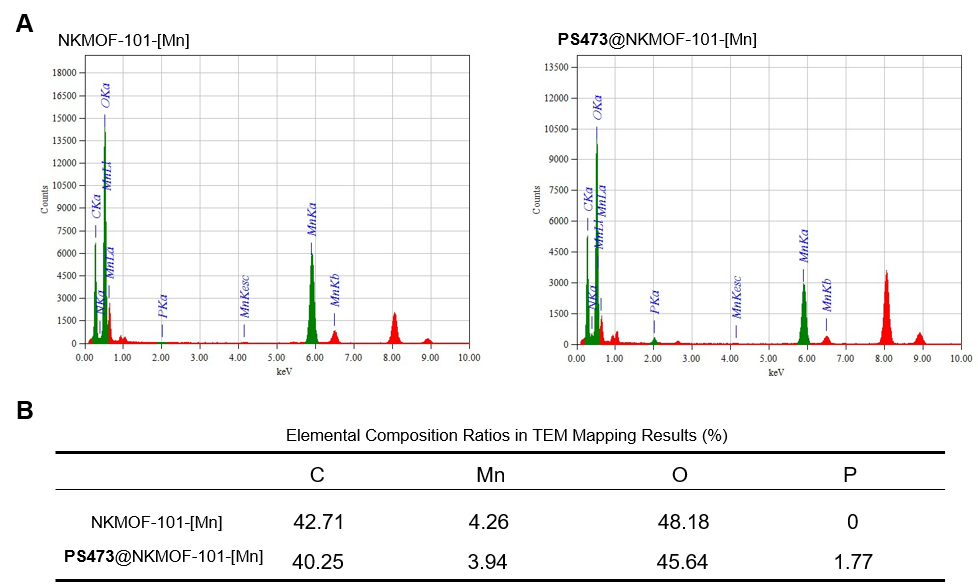

**Figure S3** (**A**) Energy - dispersive X - ray spectroscopy (EDS) analysis of NKMOF-101-[Mn] and **PS473**@NKMOF-101–[Mn]. (**B**) Elemental composition ratios of NKMOF-101-[Mn] and **PS473**@NKMOF-101-[Mn] in TEM mapping results. The table presents the composition ratios (%) of carbon (C), manganese (Mn), oxygen (O), and phosphorus (P) elements in NKMOF-101-[Mn] and **PS473**@NKMOF-101-[Mn] materials. The data show differences in elemental contents between the two materials, such as the presence of phosphorus in **PS473**@NKMOF-101-[Mn] while it is absent in NKMOF-101-[Mn].

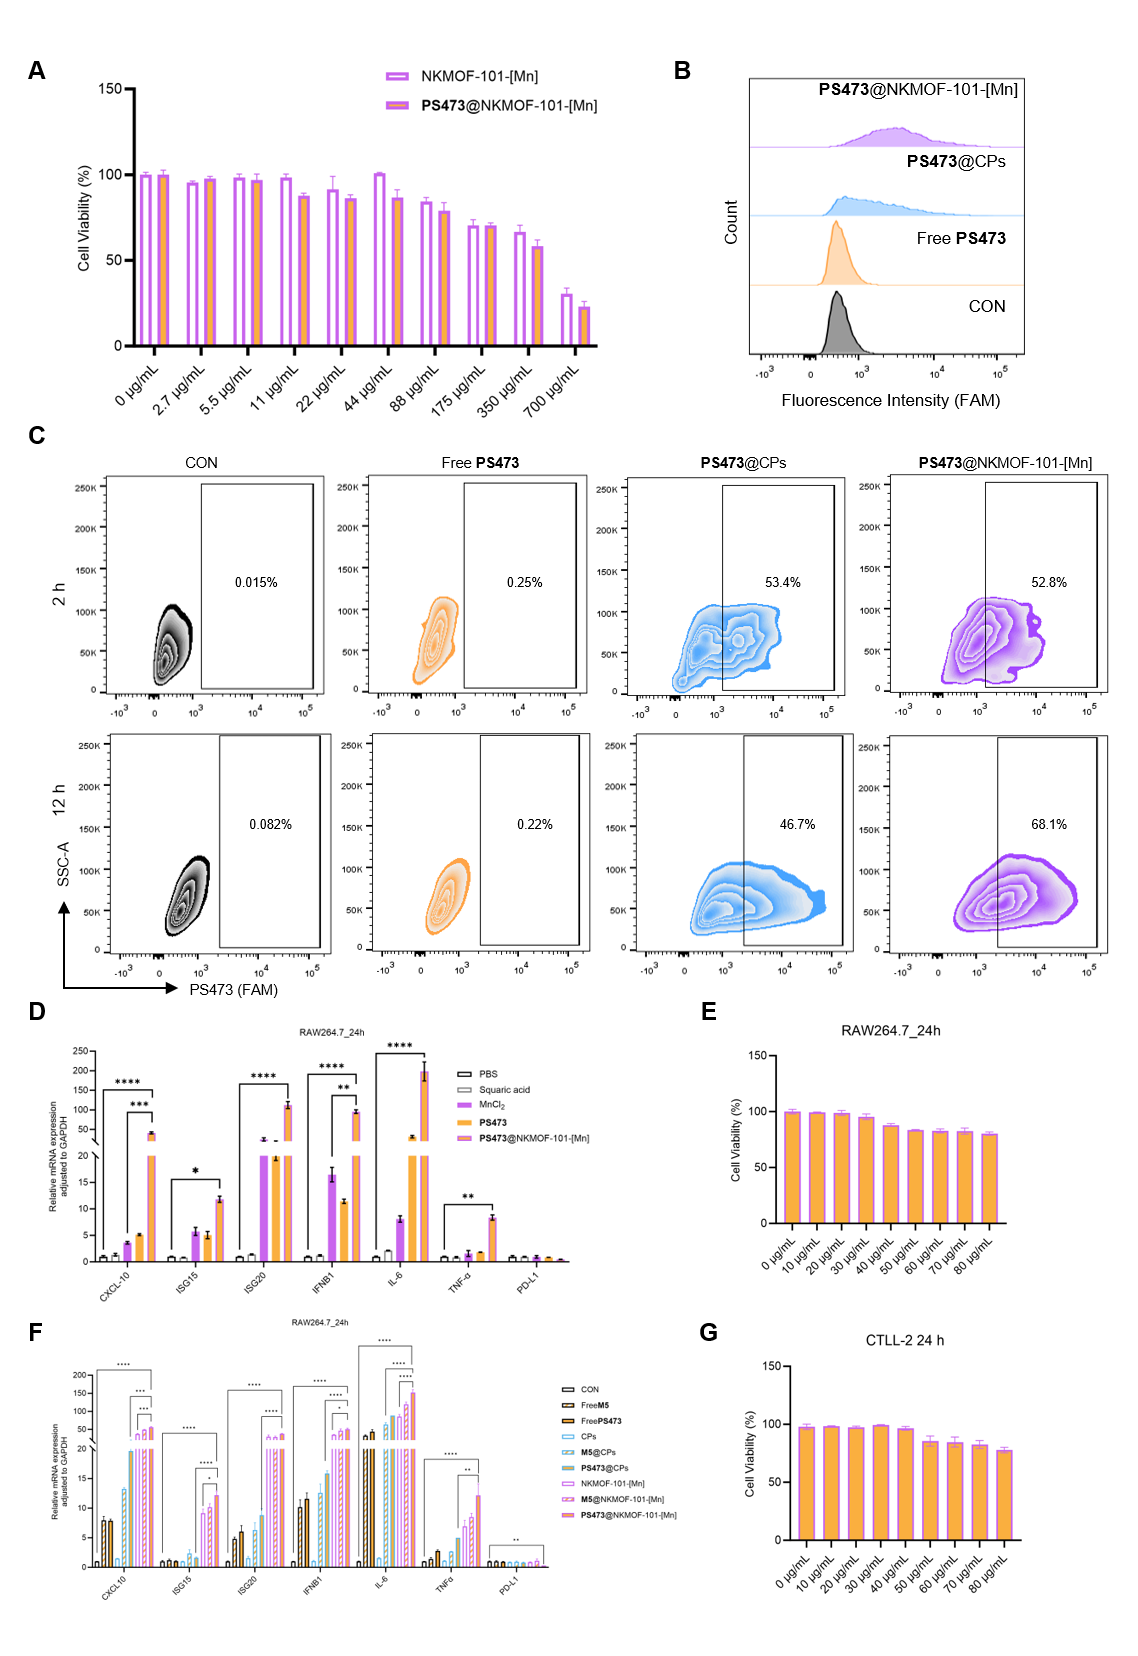

**Figure S4. Cellular uptake and cytocompatibility of PS473@NKMOF-101-[Mn]. (A)** Cell viability analysis of B16F10 cells treated with increasing concentrations of NKMOF-101-[Mn] or **PS473**@NKMOF-101-[Mn] for 24 h, as determined by CCK-8 assay. Both formulations exhibited dose-dependent cytotoxicity, with minimal impact observed at concentrations below 44 μg mL^-1^. **(B)** Quantitative flow cytometry analysis of FAM-labeled **PS473** uptake in B16F10 cells following 2 h incubation with Free **PS473**, **PS473**@CPs, or **PS473**@NKMOF-101-[Mn]. Compared to the Free **PS473** and CPs groups, NKMOF-101-[Mn]-mediated delivery resulted in robust intracellular fluorescence, indicating efficient cellular internalization. **(C)** Representative flow cytometric contour plots showing time-dependent intracellular accumulation of FAM-labeled **PS473** in B16F10 cells at 2 h and 12 h post-treatment. The **PS473**@NKMOF-101-[Mn] group showed high uptake (52.8%) at 2 h that persisted at 12 h (54.3%), in contrast to rapid decline in the **PS473**@CPs group (from 53.4% to 34.3%). Free **PS473** displayed negligible cellular uptake (<0.1%) at both time points. (**D**) qPCR analysis of innate-immune and interferon-stimulated genes (CXCL10, ISG15, ISG20, IFNB1, IL6, TNF) and PD-L1 in RAW264.7 macrophages treated with PBS, succinic acid (MOF ligand control), MnCl₂, **PS473**, or **PS473**@NKMOF-101-[Mn] for 24 h. **PS473**@NKMOF-101-[Mn] induces strong immunostimulation while reducing PD-L1. (**E**) Cell viability analysis of RAW264.7 cells treated with increasing concentrations of **PS473**@NKMOF-101-[Mn] for 24 h, as determined by CCK-8 assay. (**F**) qRT-PCR analysis of immune-related genes and PD-L1 in RAW264.7 macrophages after 24 h treatment with the indicated formulations. **PS473**@NKMOF-101-[Mn] induced the strongest immune activation and PD-L1 suppression. (**G**) Cell viability analysis of CTLL-2 cells treated with increasing concentrations of **PS473**@NKMOF-101-[Mn] for 24 h, as determined by CCK-8 assay. Both formulations exhibited dose-dependent cytotoxicity, with minimal impact observed at concentrations below 40 μg mL^-1^. All the data are presented as the mean (± SD), n = 3, with statistical significance indicated as ***p* < 0.01, ****p* < 0.001, and *****p* < 0.0001; ns = not significant.

**
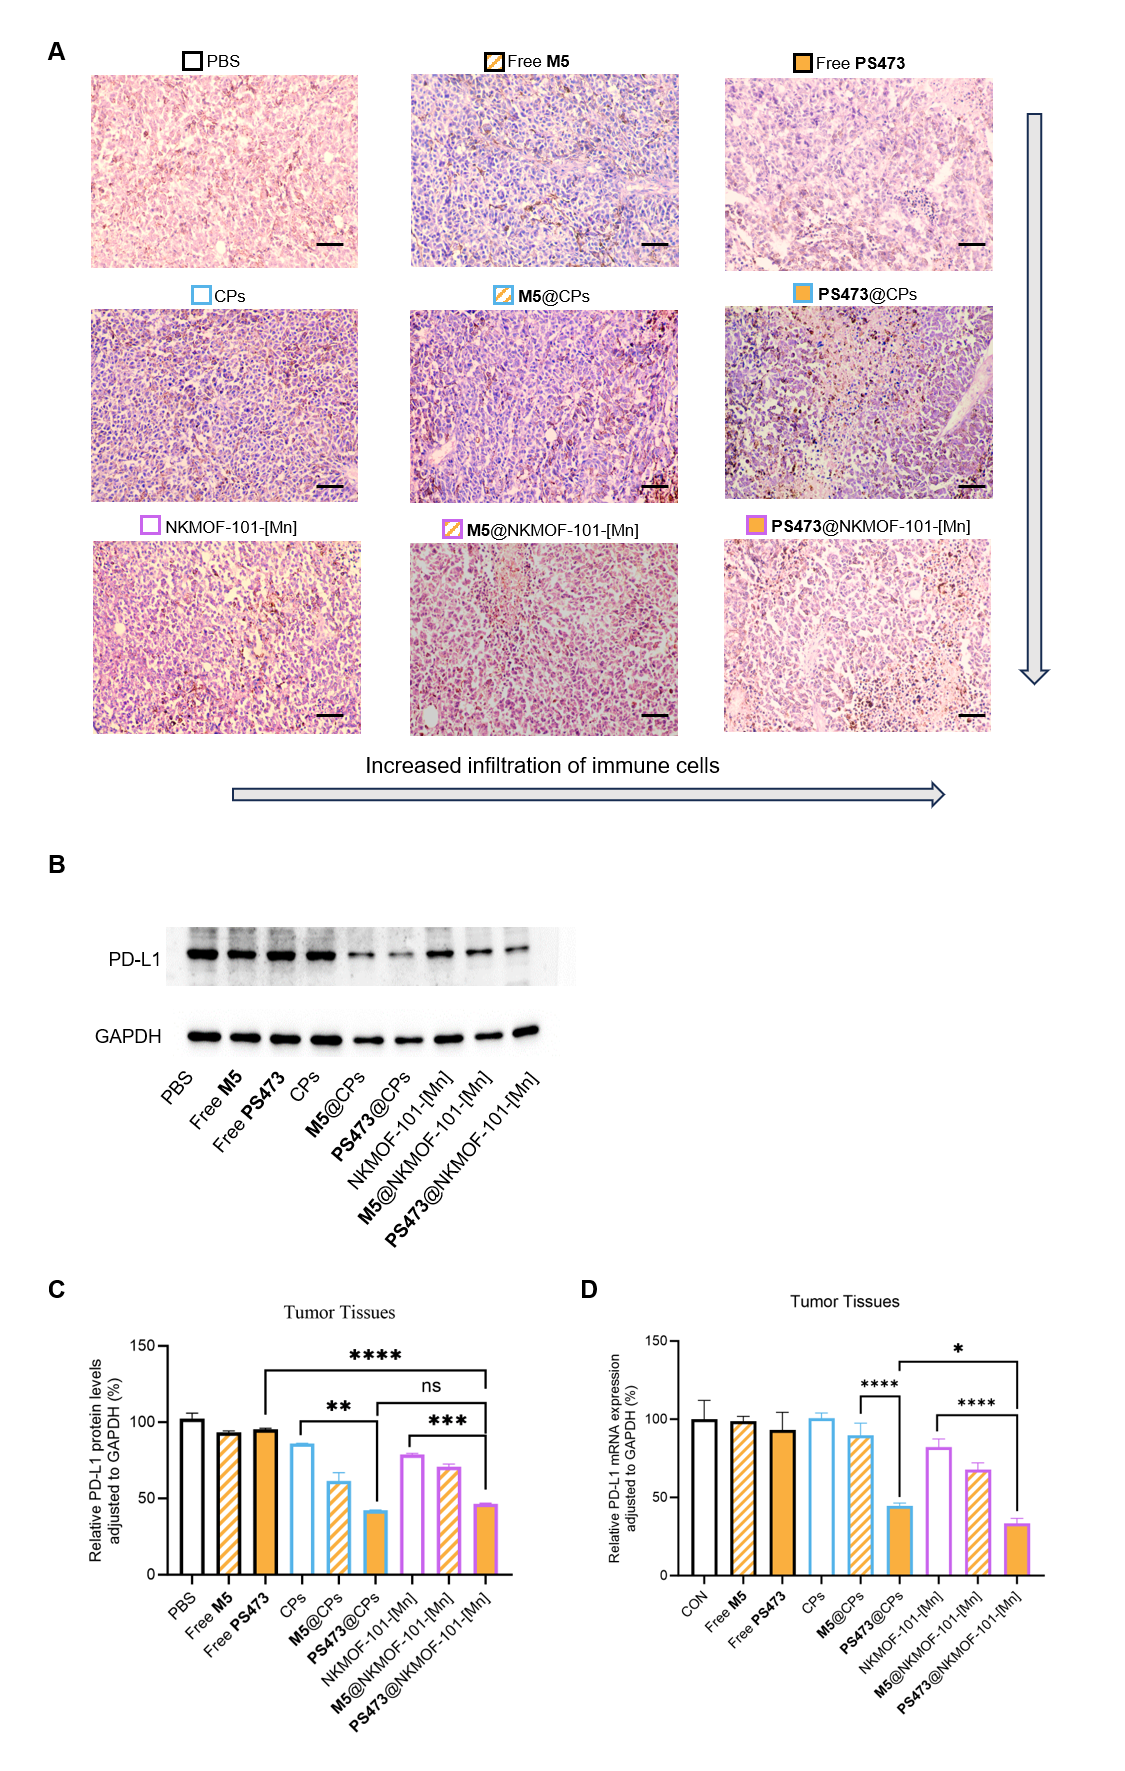
**

**Figure S5. (A)** Representative hematoxylin and eosin (H&E) staining of tumor sections from different treatment groups. Tumors treated with **PS473**@NKMOF-101-[Mn] displayed increased immune cell infiltration, cytoplasmic shrinkage, and nuclear condensation (pyknosis), suggestive of apoptosis and enhanced immune activation. The gradient arrow indicates increasing immune infiltration. Note: Staining intensity and color variation may reflect both biological responses and technical differences in sectioning or staining. **(B)** Representative Western blot analysis of PD-L1 protein levels in excised tumor tissues from each treatment group, with GAPDH used as a loading control. **(C, D)** Quantification of PD-L1 protein (C) and mRNA (D) expression levels normalized to GAPDH, revealing significant downregulation of PD-L1 in the **PS473**@NKMOF-101-[Mn] group compared to the Free **PS473**, **M5**, or carrier control groups in tumor tissues. Data are presented as mean (± SD), n = 3, with statistical significance indicated as ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001, ns = not significant.

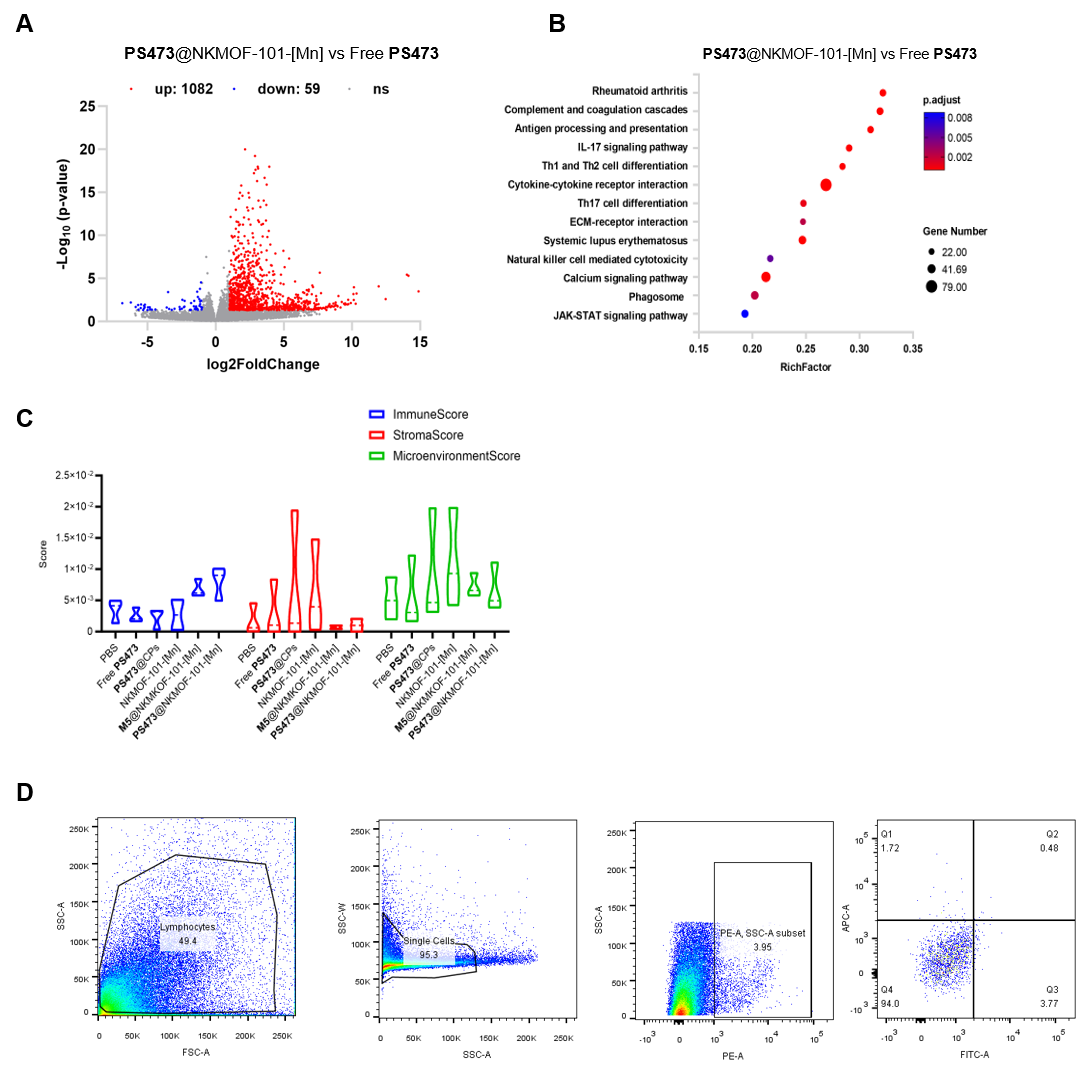

**Figure S6. Transcriptomic and tumor immune microenvironment analysis following PS473@NKMOF-101-[Mn] treatment. (A)** Volcano plot depicting differentially expressed genes (DEGs) between tumors treated with **PS473**@NKMOF-101-[Mn] and Free **PS473**. Red and blue dots represent significantly upregulated and downregulated genes, respectively (adjusted p < 0.05, |log₂ FoldChange| > 1); gray dots indicate non-significant genes. **(B)** KEGG pathway enrichment analysis of DEGs from panel (A). Immune- and inflammation-related pathways were significantly enriched in the **PS473**@NKMOF-101-[Mn] group. Circle size corresponds to the number of genes in each pathway, while color denotes the adjusted p-value of enrichment. **(C)** Quantitative comparison of ImmuneScore, StromaScore, and MicroenvironmentScore across different treatment groups, based on transcriptome deconvolution. ImmuneScore reflects the level of immune cell infiltration (e.g., T cells, B cells, dendritic cells); StromaScore indicates the relative abundance of stromal components (e.g., fibroblasts, extracellular matrix); and MicroenvironmentScore represents the combined contribution of both immune and stromal compartments within the tumor niche. **(D)** Representative flow cytometry gating strategy for tumor-infiltrating immune cell analysis.

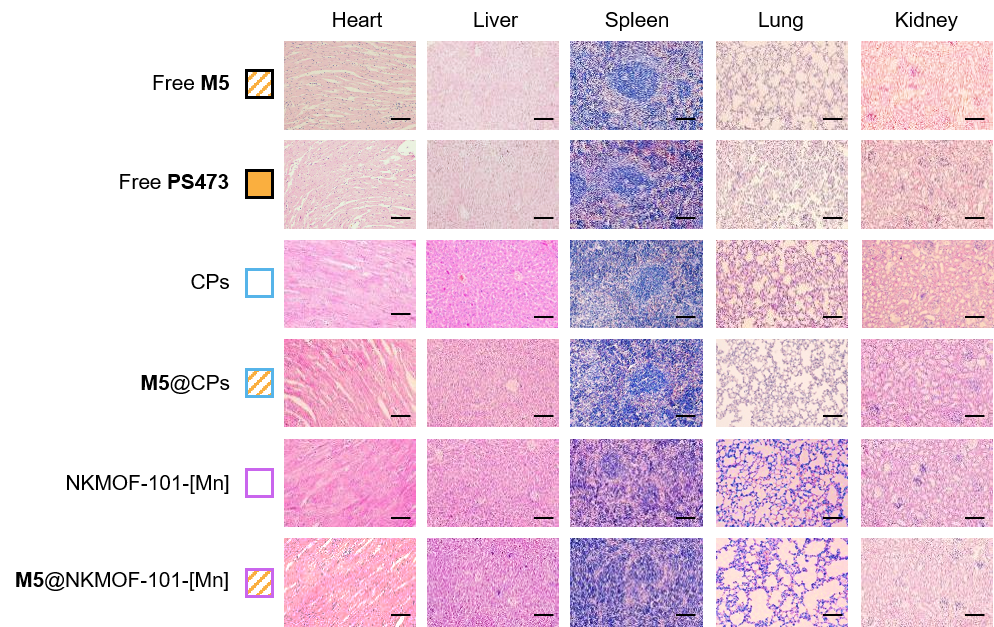

**Figure S7. Histopathological evaluation of major organs following treatment with various formulations.** Representative hematoxylin and eosin (H&E)-stained sections of the heart, liver, spleen, lung, and kidney collected from B16F10 tumor-bearing mice after treatment with Free **M5**, Free **PS473**, CPs, **M5**@CPs, NKMOF-101-[Mn], or **M5**@NKMOF-101-[Mn]. These panels complement Figure 9E by presenting the remaining treatment groups not shown in the main text. No significant signs of inflammation, necrosis, or tissue damage were observed in major organs across all groups, indicating favorable systemic biocompatibility. Scale bar = 100 μm.

Note: For presentation consistency, uniform global adjustments to brightness and color balance were applied equally to the entire images. No selective, local, or feature-specific modifications were performed, and no image content was added, removed, or altered. Each panel shown in Figures 9E and Supplementary Figure S7 corresponds to a unique animal sample; no histological image is duplicated across figures.

**Table S1:** **Nucleotide Sequences of PD-L1 mRNA-Targeting Pistol Ribozymes and Their Corresponding RNA Substrates**

Note: Detailed design methods can be found in the (Supplementary) Methods (section “Design of Pistol Ribozyme Variants”).

| RNA | Sequence |
| --- | --- |
| Pistol WT | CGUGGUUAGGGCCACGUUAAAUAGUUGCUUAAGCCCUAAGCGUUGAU ^[7]^ |
| PS38 | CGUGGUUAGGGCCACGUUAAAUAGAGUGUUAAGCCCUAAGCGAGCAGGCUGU |
| PS81 | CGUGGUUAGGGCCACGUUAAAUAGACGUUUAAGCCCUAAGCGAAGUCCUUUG |
| PS130 | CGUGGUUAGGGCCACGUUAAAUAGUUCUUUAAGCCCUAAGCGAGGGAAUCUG |
| PS198 | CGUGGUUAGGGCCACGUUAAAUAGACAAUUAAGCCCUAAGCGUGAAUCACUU |
| PS359 | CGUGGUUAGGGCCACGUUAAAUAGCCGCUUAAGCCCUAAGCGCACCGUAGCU |
| PS388 | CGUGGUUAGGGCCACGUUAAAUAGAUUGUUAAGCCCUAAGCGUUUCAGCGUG |
| PS427 | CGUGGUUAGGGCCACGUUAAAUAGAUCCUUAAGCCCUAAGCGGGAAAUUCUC |
| PS473 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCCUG |
| PS538 | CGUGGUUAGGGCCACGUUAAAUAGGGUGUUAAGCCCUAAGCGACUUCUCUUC |
| PS592 | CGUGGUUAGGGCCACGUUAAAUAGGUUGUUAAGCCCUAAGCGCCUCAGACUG |
| PS623 | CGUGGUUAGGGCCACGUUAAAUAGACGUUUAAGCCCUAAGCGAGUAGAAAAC |
| PS721 | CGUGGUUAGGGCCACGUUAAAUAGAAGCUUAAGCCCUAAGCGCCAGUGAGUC |
| PS766 | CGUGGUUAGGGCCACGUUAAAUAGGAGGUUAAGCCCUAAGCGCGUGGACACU |
| PS815 | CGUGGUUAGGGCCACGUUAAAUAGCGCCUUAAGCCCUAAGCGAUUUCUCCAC |
| PD-L1 mRNA Substrate  (873 nt) | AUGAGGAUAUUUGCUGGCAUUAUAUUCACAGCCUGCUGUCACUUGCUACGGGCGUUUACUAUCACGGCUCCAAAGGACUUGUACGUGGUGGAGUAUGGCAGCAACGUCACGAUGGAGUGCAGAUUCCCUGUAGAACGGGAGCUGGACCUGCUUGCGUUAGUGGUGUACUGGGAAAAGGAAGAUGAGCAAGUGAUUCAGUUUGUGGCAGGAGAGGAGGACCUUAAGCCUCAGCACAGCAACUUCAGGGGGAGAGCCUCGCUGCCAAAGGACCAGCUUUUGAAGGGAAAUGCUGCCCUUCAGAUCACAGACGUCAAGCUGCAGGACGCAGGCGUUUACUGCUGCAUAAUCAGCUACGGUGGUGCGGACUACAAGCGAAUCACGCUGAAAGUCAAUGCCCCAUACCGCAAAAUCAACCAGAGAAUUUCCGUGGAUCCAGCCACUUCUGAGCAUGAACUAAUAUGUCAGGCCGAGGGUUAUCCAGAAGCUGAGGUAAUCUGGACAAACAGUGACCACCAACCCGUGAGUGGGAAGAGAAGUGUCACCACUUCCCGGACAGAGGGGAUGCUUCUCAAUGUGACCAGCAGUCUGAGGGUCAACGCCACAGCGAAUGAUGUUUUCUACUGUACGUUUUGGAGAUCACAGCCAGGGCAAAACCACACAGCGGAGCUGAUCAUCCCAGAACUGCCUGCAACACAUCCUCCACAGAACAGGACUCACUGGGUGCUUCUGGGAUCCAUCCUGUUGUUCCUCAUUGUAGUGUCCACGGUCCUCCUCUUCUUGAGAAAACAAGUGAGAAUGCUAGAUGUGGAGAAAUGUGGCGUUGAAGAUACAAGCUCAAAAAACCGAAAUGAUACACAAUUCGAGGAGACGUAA |
| Substrate (46nt) | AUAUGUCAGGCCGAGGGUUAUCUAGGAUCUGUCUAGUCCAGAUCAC |

**Table S2: Inactivated Mutant Sequences of PS473 Ribozyme**

| Ribozyme | Ribozyme sequence |
| --- | --- |
| MUTATION_5 (**M5**) | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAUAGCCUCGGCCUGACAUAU |

**Table S3: Sequences of Pistol Ribozymes with Different P3 Lengths Targeting Specific Sites on PD-L1 mRNA**

| Ribozyme | Ribozyme Sequence |
| --- | --- |
| PS473_7 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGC |
| PS473_13 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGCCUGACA |
| PS473_14 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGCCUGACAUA |
| PS473_15 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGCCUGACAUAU |
| PS473_16 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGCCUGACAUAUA |
| PS473_17 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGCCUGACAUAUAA |
| PS473_18 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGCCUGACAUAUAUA |
| PS473_19 | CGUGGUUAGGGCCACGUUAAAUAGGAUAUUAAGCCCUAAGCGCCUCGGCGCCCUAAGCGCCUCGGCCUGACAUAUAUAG |

**Table S4 Primer sequences used in RT-qPCR analysis**

| Primers | Sequence |
| --- | --- |
| CXCL-10 | F: TCACTCCCCTTTACCCAG |
|  | R: GTCGCACCTCCACATAGCTT |
| ISG15 | F: AAGCAGCCAGAAGCAGACTC |
|  | R: TAAGACCGTCCTGGAGCACT |
| ISG20 | F: GCCGAGAAGTGGAAACAGAG |
|  | R: CTCGGGTCGGATGTACTTGT |
| IFNB1 | F: CCCTATGGAGATGACGGAGA |
|  | R: CTGTCTGCTGGTGGAGTTCA |
| IL-6 | F: AGTTGCCTTCTTGGGACTGA |
|  | R: TCCACGATTTCCCAGAGAAC |

**References**

1. Lilley, D.M.J. (2019). Classification of the nucleolytic ribozymes based upon catalytic mechanism. F1000Res 8. https://doi.org/10.12688/f1000research.19324.1.

2. Ekesan, Ş., and York, D.M. (2022). Who stole the proton? Suspect general base guanine found with a smoking gun in the pistol ribozyme. Org Biomol Chem 20, 6219-6230. https://doi.org/10.1039/d2ob00234e.

3. Gaines, C.S., Piccirilli, J.A., and York, D.M. (2020). The L-platform/L-scaffold framework: a blueprint for RNA-cleaving nucleic acid enzyme design. Rna 26, 111-125. https://doi.org/10.1261/rna.071894.119.

4. Lihanova, Y., and Weinberg, C.E. (2021). Biochemical analysis of cleavage and ligation activities of the pistol ribozyme from Paenibacillus polymyxa. RNA Biol 18, 1858-1866. https://doi.org/10.1080/15476286.2021.1874706.

5. Yoon, S., Ollie, E., York, D.M., et al. (2023). Rapid Kinetics of Pistol Ribozyme: Insights into Limits to RNA Catalysis. Biochemistry 62, 2079-2092. https://doi.org/10.1021/acs.biochem.3c00160.

6. Egger, M., Bereiter, R., Mair, S., et al. (2022). Scaling Catalytic Contributions of Small Self-Cleaving Ribozymes. Angew Chem Int Ed Engl 61, e202207590. https://doi.org/10.1002/anie.202207590.

7. Ren, A., Vušurović, N., Gebetsberger, J., et al. (2016). Pistol ribozyme adopts a pseudoknot fold facilitating site-specific in-line cleavage. Nat Chem Biol 12, 702-708. https://doi.org/10.1038/nchembio.2125.

8. Harris, K.A., Lünse, C.E., Li, S., et al. (2015). Biochemical analysis of pistol self-cleaving ribozymes. Rna 21, 1852-1858. https://doi.org/10.1261/rna.052514.115.

How the deposited data were processed for this re-analysis (not part of the article)

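The transcriptome data come from B16F10 melanomas grown in C57BL/6 mice and treated by intratumoral injection. There are 18 tumors, 3 in each of 6 groups. Of these groups, PS473@NKMOF-101-[Mn], M5@NKMOF-101-[Mn] and NKMOF-101-[Mn] received the framework, PS473@CPs and Free PS473 received the ribozyme without it, and the last received PBS. Tumors were assigned to groups from their sample records, checked against the groups that the paper describes, and each tumor counts as 1 replicate. Every column of tumor values was used. All pairs of tumors were compared for repeated values, and none held the values of another.

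The authors enriched poly(A) RNA, sequenced it and deposited FPKM values for 41079 genes, with 1 gene length for each gene. The paper's text does not name an aligner, a counting tool, a genome build or an annotation for these data. The deposited FPKM values are normalized for gene length and for the fragments assigned to genes in each tumor. The number of these fragments was recovered by taking the commonest low value, multiplied by the gene length, as 1 fragment. It lies between 17212000 and 28401000 for each tumor. Some groups do not overlap in this number. PBS tumors (19504000 to 20023000) all lay below the Free PS473, PS473@CPs and PS473@NKMOF-101-[Mn] tumors, the last at 20438000 to 23647000. M5@NKMOF-101-[Mn] tumors (17212000 to 20114000) all lay below the PS473@CPs and PS473@NKMOF-101-[Mn] tumors. The values are not whole numbers of fragments for all genes (45% to 49.2% of the low values are), so a model for counts was not used for the reported tests. The recovered depth limits weakly expressed genes: 31286 genes were above 0 in any tumor, 18312 had a mean of at least 0.1 FPKM and 12357 a mean of at least 1 FPKM.

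The computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The FPKM values were transformed to log2(FPKM + 1), and the 12357 genes with a mean of at least 1 FPKM were fitted with limma (1 mean per group, 18 tumors, moderated with a trend on mean expression, no replicate block). Comparisons were PS473@NKMOF-101-[Mn] against each of the other groups, and each other group against PBS. The p values of each comparison were adjusted by the Benjamini-Hochberg method, and genes were counted at an adjusted p under 0.05 and an absolute log2 fold change above 1. The whole procedure was tested on simulated values with 200 changed genes among 12357: it recovered 91%, 96% and 97.5% of them at log2 changes of 1.5, 2 and 3 with 3, 4 and 3 false calls, and called 0 genes between unchanged groups. The values were drawn independently for each gene, unlike those of real tumors, and changes below 1.5 were not simulated.

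Lists of genes for pathways, immune cells, stroma, tumor cells and other tissues were written from gene names before the data were examined. There are 36 lists, of which 31 have at least 1 gene tested. They were tested with limma's camera at a preset correlation of 0.01, and again with fry and with an estimated correlation. The KEGG gene sets and the xCell signatures were not used here. Scores of a list are the mean log2(FPKM + 1) of its genes in a tumor, with no filter on expression. Scores were compared between groups with two-sided exact permutation tests of the difference in means. With 3 tumors against 3 there are 10 splits, and 0.1 is the smallest p such a test can give. The genes named in the text were fixed by a rule: the genes that the paper names and that mouse tumors can express, the 5 genes with the largest change in each direction among those past the adjusted threshold in the comparisons with PS473@CPs and with Free PS473 (0 genes passed), and genes of a list whose result is given. R3hdm4 falls outside the rule and was named from the search for sites that resemble the PS473 target, and ATP8, ATP6, ND4L, COX2 and COX3 were named after their values were seen.

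The alternatives set before the data were examined are a pseudocount of 0.1, no filter, a filter at a mean of 0.1 FPKM, quantile normalization, upper-quartile scaling, a fit of the groups compared alone, no trend in the prior variance, array weights, a replicate block, an unadjusted p, fry and an estimated correlation for lists, the mean rank and the expressed markers alone for the immune score, and leaving out each tumor in turn. Others were added after seeing the data: the skin epithelium score as a covariate, limma's voom on the recovered fragments, array weights estimated gene by gene, and combinations of these with no filter and an unadjusted p. The warning that the array weights did not converge is given beside their results.

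The ribozyme sequences of Tables S1 and S2 were matched to the GENCODE M21 transcripts of mouse genome build GRCm38. That build may differ from the one used for the FPKM values, which were used by gene name only. Raw reads, the other assays of the paper (flow cytometry, ELISA, qPCR, Western blot and histology) and the groups without sequenced tumors were not analysed here.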

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

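Before the data were examined, alternatives were fixed for the transformation, filter, scaling, model and tumors. The skin covariate, voom, the gene-by-gene weights and the combined settings at the end of the next paragraph were chosen after seeing the data. The reported gene numbers are all 0, and 194 of 253 values under other settings were also 0, as were 174 of 176 with an adjusted p and equal weights. Most other splits of the tumors give 0 as well, so this is no measure of stability. For the immune score 34 of 36 values kept their direction, for Cd274 85 of 90, and for the gene lists 170 of 228 kept both direction and side of the threshold. Apart from the 3 pathways of Figure 8B, 27 values of lists no longer passed and 2 changed direction.

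The 0 genes of the comparison with PS473@CPs stayed at 0 under every setting with an adjusted p. Array weights gave 103 genes higher and 19 lower against Free PS473 and 335 between Free PS473 and PBS tumors, and gene-by-gene weights gave 66 genes higher against Free PS473. The weights by restricted maximum likelihood stopped before convergence. A fit of the compared groups alone gave 1 gene between PS473@CPs and PBS tumors, and leaving out single tumors gave 0 to 1. For the other gene numbers every fit without a tumor gave 0. An unadjusted p gave 0 genes higher and 33 lower than in PS473@CPs tumors, 69 higher and 24 lower than in Free PS473 tumors, and 37, 37 and 4 genes changed against PBS, NKMOF-101-[Mn] and M5@NKMOF-101-[Mn] tumors. Against PBS it gave 24 genes in PS473@CPs, 18 in Free PS473, 12 in NKMOF-101-[Mn] and 17 in M5@NKMOF-101-[Mn] tumors. In the same order, voom with an unadjusted p gave 1, 46, 106, 47, 47, 65, 8, 30, 40, 22 and 11 genes. No filter with an unadjusted p gave 0, 29, 68, 27, 38, 39, 4, 27, 25, 15 and 19. With a pseudocount of 0.1 added to that setting the numbers were 59, 145, 191, 189, 248, 259, 174, 201, 241, 180 and 245. For voom on the compared groups with no filter and an unadjusted p they were 234, 254, 265, 398, 573, 831, 592, 640, 668, 521 and 707. The cause of these changes was not tested.

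Among the lists, the cytokine genes against PS473@CPs kept their mean of −0.28 and did not pass with fry or an estimated correlation (adjusted p = 0.876 and 0.804 in limma, and 5.01e-12 to 0.876 over all alternatives), and had a mean of −0.12 with the skin covariate, again without passing. PI3K–Akt genes passed with no filter, at −0.16. Against Free PS473, the cytokine mean was above 0 with a pseudocount of 0.1 (0.035), no filter (0.00032), a filter at 0.1 FPKM (0.0025), quantile normalization (0.048), upper-quartile scaling (0.052), array weights (0.16) and gene-by-gene weights (0.20). The TNF mean was below 0 with no filter (−0.0064), a filter at 0.1 FPKM (−0.0067) and the skin covariate (−0.032), and at 0.0028 it did not pass with fry or an estimated correlation. The PI3K–Akt mean was above 0 with array weights (0.010) and gene-by-gene weights (0.027). With means this close to 0 these lists have no settled direction against Free PS473, and the cause was not tested.

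Across the 6 fits that each left out 1 tumor, the means against PS473@CPs ranged from −0.49 to −0.030 (cytokines), −0.35 to −0.035 (TNF), −0.34 to −0.029 (PI3K–Akt), −0.18 to 0.54 (interferon-stimulated genes) and −2.52 to 0.37 (skin epithelium). Against Free PS473 they ranged from −0.19 to 0.27 (cytokines), −0.13 to 0.23 (TNF) and −0.17 to 0.036 (PI3K–Akt). The immune score differed from Free PS473 by −0.023 to 0.34, negative without PS473@NKMOF-101-[Mn] tumor 2 (−0.0232) or Free PS473 tumor 2 (−0.0234). The log2 fold change of Cd274 ranged from −0.25 to 0.59 against PS473@CPs, −0.30 to 0.53 against PBS (−0.052 without PBS tumor 3), −0.19 to 0.64 against NKMOF-101-[Mn] and −0.82 to 0.013 against M5@NKMOF-101-[Mn]. The values that changed direction were −0.175 for the interferon genes and −0.245, −0.30 and −0.19 for Cd274 without PS473@NKMOF-101-[Mn] tumor 2, 0.013 for Cd274 without PS473@NKMOF-101-[Mn] tumor 3, 0.366 for the skin list without PS473@CPs tumor 2, and, against Free PS473, 0.052 and 0.076 for cytokines without PS473@NKMOF-101-[Mn] tumors 1 and 3, 0.268 and 0.0356 for cytokines and PI3K–Akt without Free PS473 tumor 3, and −0.0999, −0.0894 and −0.129 for TNF without PS473@NKMOF-101-[Mn] tumor 2 and Free PS473 tumors 1 and 2. Fewer tumors enter these fits. Of the tumors named, PS473@CPs tumor 2 had the highest skin score of the 18 (4.905) and 5.39% of its fragments on mitochondrial genes, and the others had skin scores of 0.23 to 3.73. The first principal component of the tested genes, which include skin genes, held 47.8% of the variance and had an absolute Pearson's r of 0.967 with the skin score. Without PS473@CPs tumor 2 the means of the cytokine, IL-17 and complement lists against PS473@CPs were −0.030, −0.090 and −0.027, and with the skin covariate they were −0.12, −0.26 and −0.10, in both cases without passing. Whether skin content or another property of that tumor moved these lists stays open.

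Tumors with the same number in different groups did not deviate together from their group means (correlation of −0.73 to 0.72 over 45 pairs, mean −0.021, against a mean of 0.015 over 90 pairs with different numbers), so the numbers do not pair the tumors. A fit with a replicate block gave 0 genes in each comparison, differences of −0.10, −0.16 and 0.11 for the immune score against PBS, PS473@CPs and Free PS473, and −0.28 for the cytokine list against PS473@CPs.

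Of 170 immune markers, 62 had a mean of at least 1 FPKM, and the lists for CD4 T cells, NK cells and B cells had 0 genes tested, so these cells were compared by scores and not gene by gene. The filter is on FPKM, which is scaled for depth, and whether deeper sequencing would change these results was not tested.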

Differences from the paper's values

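For PS473@NKMOF-101-[Mn] against PS473@CPs tumors, the paper's numbers are 307 genes upregulated and 765 downregulated, and here 0 were higher and 0 lower at the thresholds of its legend. None of the alternatives set before the data were examined closed the gap: with an unadjusted p the numbers were 0 and 33. One setting comes within 1.5 times of the paper's 307, with 234 genes higher: limma's voom on the recovered fragments of the compared groups alone, with no filter and an unadjusted p, chosen after seeing the values. It gave 254 genes lower against the paper's 765, and no setting came within 1.5 times of that number. All settings were limma fits, and other tools for the test across genes were not run.

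For PS473@NKMOF-101-[Mn] against Free PS473 tumors, the paper's figure gives about 1100 genes upregulated and about 59 downregulated in Fig. S6A, read by eye, and here 0 were higher and 0 lower. None of the alternatives set before the data were examined closed the gap: array weights gave 103 and 19 genes and an unadjusted p 69 and 24. For the genes lower, voom on the recovered fragments with an unadjusted p gave 47 against the paper's number, a setting chosen after seeing the values. For the genes higher, the largest number under any setting was 265. The legends of Figure 8A and Figure S6A name an adjusted p, and the vertical axis of both plots is labelled as the p value.

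The paper describes cytokine, TNF and PI3K–Akt signaling as activated relative to PS473@CPs (Figure 8B). Here the means of these lists were −0.28, −0.21 and −0.19 on the log2 scale. The lists were written from gene names, and their means are another measure than KEGG enrichment. In limma's camera the cytokine list passed (adjusted p = 0.000222) and the TNF and PI3K–Akt lists did not (adjusted p = 0.408 for each). With limma's fry none passed (adjusted p = 0.876 for each). With single tumors left out the means ranged from −0.49 to −0.030, −0.35 to −0.035 and −0.34 to −0.029, in the same order. The paper describes the immune response as stronger than with Free PS473 (Figure S6A and B). Here the interferon list was higher by a mean of 1.10 and the cytokine list had a mean of −0.009.

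In the paper, PS473@NKMOF-101-[Mn] raises the abundance and diversity of immune populations (Figure 8C), and its immune score is above those of PS473@CPs and PBS (Figure 8D). Here the immune score, made from other marker genes, differed by −0.10 from PBS and by −0.16 from PS473@CPs tumors, and 7 and 4 of 16 immune cell lists were higher. Skin content was not held equal and may enter these differences. In Figure S6C the groups with a ribozyme in the framework have the highest immune scores, whereas here the highest mean was that of NKMOF-101-[Mn] tumors, at 1.43. The legend of Figure 8C names CD8+ T cells, CD4+ T cells, NK cells and M1 macrophages as increased, and here the difference from PBS tumors was 0.30, −0.021, 0.15 and 0.12 for these lists, none of them past the test.

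The paper reports a reduction of PD-L1 in tumors given PS473@NKMOF-101-[Mn], by staining, Western blot and qPCR (Figure 7E and F, Figure S5B–D). The PD-L1 primers that the paper lists lie at the start and the end of the coding sequence, on either side of the PS473 site. FPKM counts fragments of the whole transcript, so the measures can differ for cut RNA. In the sequenced tumors the log2 fold change of Cd274 against PBS was 0.13. It was also positive against Free PS473, PS473@CPs and NKMOF-101-[Mn] tumors, and negative against M5@NKMOF-101-[Mn] tumors. With 1 tumor left out it ranged from −0.30 to 0.53 against PBS and from −0.82 to 0.013 against M5@NKMOF-101-[Mn]. Against Free PS473 it ranged from 0.028 to 0.86. The paper's supplement text names G40 and G41 as the bases changed in M5, while its methods section names the same changes as found here in Tables S1 and S2, G40U and C41A.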

Other observations

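The tests in this part were chosen after the results were seen, with some exceptions set before the data were examined. These are the splits at an adjusted p for the comparisons with PS473@CPs and Free PS473. Melanoma share and scaling as sources of a higher immune score were also set beforehand. Skeletal muscle and skin were named beforehand as sources of genes lower than in PS473@CPs tumors. The fit with the skin score as a covariate was nevertheless added after seeing the data. The muscle covariate is not among the alternatives set beforehand.

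Other divisions of the same tumors into groups of 3 gave results as large as the real one in most comparisons. With an adjusted p, 10 of the 10 splits of the 6 tumors gave at least as many genes in each of the 9 comparisons, since the real number is 0. With an unadjusted p and a fold change above 2, as many genes as in the real comparison were given by 9 of the 10 splits for PS473@NKMOF-101-[Mn] against PS473@CPs, 3 against Free PS473, 5 against PBS, 4 against NKMOF-101-[Mn] and 10 against M5@NKMOF-101-[Mn]. For the comparisons with PBS the numbers were 6 (PS473@CPs), 8 (Free PS473), 6 (NKMOF-101-[Mn]) and 4 (M5@NKMOF-101-[Mn]). The largest number from any split in the comparison with PS473@CPs was 187 genes, against 33 in the real one. For voom on the compared groups alone, which gave 488 genes in all against PS473@CPs and 663 against Free PS473, 8 and 5 of the 10 splits gave as many, and single splits reached 1917 and 1768 genes. For the interaction between PS473 and the carrier, 48 of 100 random regroupings of the 12 tumors gave at least the 62 genes of the real one. With 10 splits the real division cannot be told apart from chance at the usual threshold, since 1 of 10 is the smallest share.

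The same count was made for the lists, as the number of the 10 splits with as small a p in limma's camera. Against PS473@CPs it was 6 for cytokines, 7 for TNF, 7 for PI3K–Akt, 6 for interferon-stimulated genes, 4 for IL-17, 7 for complement and coagulation and 8 for skin epithelium. Against Free PS473 it was 6 for cytokines, 3 for TNF, 5 for PI3K–Akt, 1 for interferon-stimulated genes and 2 for antigen presentation. Of the 31 lists in these comparisons, no other split of the 6 tumors gave as small a p for interferon-stimulated genes and T cells against Free PS473 and for regulatory T cells and plasma cells against PS473@CPs. Among the other lists that passed in camera, the number was 5 for fibroblasts, 4 for endothelial cells, 2 for melanoma cells and 4 for erythroid cells against PS473@CPs. Against Free PS473 it was 2 for cGAS-STING genes, 2 for cytotoxic effectors, 2 for dendritic cells, 3 for pan-leukocyte genes, 2 for melanoma cells, 5 for endothelial cells and 5 for erythroid cells. Against PBS, 1 of the 10 splits, the real one, gave as small a p for pan-leukocyte genes and 1 for macrophages in NKMOF-101-[Mn] tumors, 1 for interferon-stimulated genes in M5@NKMOF-101-[Mn] tumors and 1 for the same list in PS473@NKMOF-101-[Mn] tumors. Between PS473@NKMOF-101-[Mn] and NKMOF-101-[Mn] tumors the number was 2 for interferon-stimulated genes and 2 for pan-leukocyte genes. For the other lists that passed in camera there, it was 1 for macrophages, M2 macrophages, plasma cells, melanoma cells and PI3K–Akt. It was 2 for complement and coagulation and for fibroblasts, and 3 for cytokines and for endothelial cells.

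The other lists had these results in limma's camera with Benjamini-Hochberg adjustment. Against PS473@CPs, fibroblast genes (mean log2 fold change −0.81, 1 of 16 higher, adjusted p = 0.000809), endothelial genes (−0.61, 0 of 15 higher, adjusted p = 2.84e-05), regulatory T-cell genes (−0.40, 0 of 2 higher, adjusted p = 0.0124) and plasma cell genes (−0.77, 1 of 4 higher, adjusted p = 0.0189) were lower. Melanoma genes (0.25, 16 of 18 higher, adjusted p = 2.84e-05) and erythroid genes (1.68, 5 of 6 higher, adjusted p = 0.0287) were higher. Skin epithelium genes were lower (−1.27, 1 of 26 higher, adjusted p = 0.00138), and their mean was 0.37 without PS473@CPs tumor 2. Muscle (−0.15) and adipose genes (−0.52) did not pass. None of these lists passed with fry, where the smallest adjusted p was 0.387. Against Free PS473, the list of cGAS-STING pathway genes had a mean of 0.47 with 8 of 12 genes higher and passed in camera (adjusted p = 0.00148), as did T cells (0.67), dendritic cells (1.12), cytotoxic effectors (0.73), pan-leukocyte genes (0.42) and melanoma genes (0.32) in the same direction, and endothelial (−0.46) and erythroid genes (−1.97) in the other. None passed with fry.

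The 33 genes lower in PS473@NKMOF-101-[Mn] than in PS473@CPs tumors at an unadjusted p are unusual in length. Of them, 66.7% are shorter than 300 bases, against 4.2% of the genes tested. They include small nucleolar RNAs, microRNA entries and the mitochondrial genes ATP8, ATP6, ND4L, COX2 and COX3. For genes about as short as a library fragment, FPKM may be unstable. PS473@CPs tumor 2 had 5.39% of its fragments on the 13 mitochondrial genes, against 1.83% and 1.52% in the other PS473@CPs tumors and 0.87% to 2.24% in the tumors of the other groups. Skin and skeletal muscle in the tumor pieces are not the whole cause. With the skin epithelium score as a covariate 26 of the 33 genes still passed (median log2 fold change −1.23 against −1.20), and with the skeletal muscle score 30 did. Of the 33 genes, 0 belong to either list. Other tissues were not tested as covariates. Without PS473@CPs tumor 2, 8 of the 33 passed. One tumor and a difference between the treatments cannot be told apart with 3 tumors in each group. A short gene length is thus a candidate explanation for most of these genes, and it was found and tested on the same data.

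The immune score was higher than in Free PS473 tumors by 0.11. A lower share of melanoma cells is a technical explanation for such a rise, but the melanoma score was itself higher, by 0.316, in PS473@NKMOF-101-[Mn] tumors (two-sided exact permutation p = 0.3), which 3 tumors per group do not settle. With upper-quartile scaling the difference was 0.14, so that scaling did not remove it. A difference within the spread of the tumors cannot rule scaling in or out. A difference of this size is below the spread of the Free PS473 tumors (SD 0.40), and no biological reading is offered.

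For the interferon-stimulated genes, the Free PS473 group had the lowest mean (2.69 ± 0.41, SD, n = 3), although its tumor 3, at 3.14, was above single tumors of the PBS, PS473@CPs and NKMOF-101-[Mn] groups. PS473@NKMOF-101-[Mn] tumor 2, at 4.58, was the highest of the 18. Every other group had a higher mean than Free PS473: PS473@NKMOF-101-[Mn] by 1.06, M5@NKMOF-101-[Mn] by 0.977, PS473@CPs by 0.824, NKMOF-101-[Mn] by 0.69 and PBS by 0.56. These differences share the Free PS473 tumors, and with the lowest group as the reference every one of them is above 0. Only PS473@NKMOF-101-[Mn] and M5@NKMOF-101-[Mn] tumors lay wholly above the Free PS473 tumors (exact permutation p = 0.1 for each). The other groups overlapped them (exact permutation p = 0.2 for each), so whether the rise is particular to the framework stays open. Cleavage by PS473 as the whole cause would leave tumors with the inactive ribozyme no higher than Free PS473 tumors. Every M5@NKMOF-101-[Mn] tumor was above every Free PS473 tumor, by the mean of 0.977 given above, and above every PBS tumor, by 0.416 (exact permutation p = 0.1), which argues against it. A smaller contribution of cleavage stays open, since PS473@NKMOF-101-[Mn] tumors were above M5@NKMOF-101-[Mn] tumors by 0.09, a difference that was −0.33 without PS473@NKMOF-101-[Mn] tumor 2, 0.22 without PS473@NKMOF-101-[Mn] tumor 1 and 0.37 without PS473@NKMOF-101-[Mn] tumor 3. Other causes were not tested. The number of genes depended on PS473@NKMOF-101-[Mn] tumor 2: without it 21 of the 69 genes passed at an unadjusted p, the score difference was 0.65, and the list mean was 0.68, the lowest of the 6 fits that each left out 1 tumor. How much of the rise belongs to that tumor cannot be told apart from the treatment with 3 tumors in each group.

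Cd274 followed the interferon-stimulated genes from tumor to tumor. Over the 18 tumors, Pearson's r between the interferon score and log2(FPKM + 1) of Cd274 was 0.80 (permutation p = 4e-05, Benjamini-Hochberg adjusted 0.00032 over 8 relations) and Spearman's rho was 0.81 (permutation p = 0.00011, adjusted 0.00088). Without the tumors farthest from the median score (PS473@NKMOF-101-[Mn] tumor 2 and Free PS473 tumor 2), r was 0.73. Because groups differ in both measures, the relation was also computed on deviations from the group means, where r was 0.85 (exact permutation within groups, p = 0.00206, adjusted 0.00823) and rho 0.70 (p = 0.0113 by the same exact permutation, adjusted 0.0452), and r was 0.69 without the farthest 2 tumors. Cd274 is not in the interferon list. The immune score did not account for the relation, since the partial r with that score held equal was 0.898, and the immune score itself had an r of 0.24 with Cd274 (exact permutation p = 0.43). Most of its markers were weakly expressed and single immune cell lists were not held equal, so the share of immune cells stays open as a cause. Scaling is not the whole cause, as r was 0.821 with upper-quartile scaling, and no single group carried the relation, the lowest r without the tumors of 1 group being 0.713 (without the PS473@NKMOF-101-[Mn] tumors). The hypothesis that interferon signaling sets Cd274 in these tumors is in line with these values, and no experiment in the data tests it.

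This bears on the target of PS473, since a difference in interferon response could hide a change in Cd274. With the slope within groups (0.92 log2 units of Cd274 per log2 unit of the score), Cd274 at an equal interferon score was lower in PS473@NKMOF-101-[Mn] than in M5@NKMOF-101-[Mn] tumors by −0.466 (0 of 9 pairs of tumors higher, two-sided exact permutation p = 0.1, adjusted 0.25 over 5 comparisons) and lower than in Free PS473 tumors by −0.52 (0 of 9 pairs higher, exact permutation p = 0.1, adjusted 0.25). Against NKMOF-101-[Mn] tumors, which carry no ribozyme, the difference was −0.108 (4 of 9 pairs higher, exact permutation p = 0.7), against PS473@CPs −0.035 (exact permutation p = 0.7) and against PBS −0.33 (exact permutation p = 0.3). FPKM of poly(A)-selected RNA still counts a 3′ part of the transcript that remains after a cut. Cleavage of Cd274 RNA with loss of that part would give a lower value against M5@NKMOF-101-[Mn]. It would also give one against NKMOF-101-[Mn], where the difference is small. The values may reflect cleavage or the spread of 3 tumors, and these cannot be told apart here.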
